# Inflammatory crosstalk impairs phagocytic receptors and aggravates atherosclerosis in clonal hematopoiesis in mice

**DOI:** 10.1172/JCI182939

**Published:** 2024-11-12

**Authors:** Wenli Liu, Brian D. Hardaway, Eunyoung Kim, Jessica Pauli, Justus Leonard Wettich, Mustafa Yalcinkaya, Cheng-Chieh Hsu, Tong Xiao, Muredach P. Reilly, Ira Tabas, Lars Maegdefessel, Kai Schlepckow, Christian Haass, Nan Wang, Alan R. Tall

**Keywords:** Vascular biology, Atherosclerosis

## Abstract

Clonal hematopoiesis (CH) increases inflammasome-linked atherosclerosis, but the mechanisms by which CH mutant cells transmit inflammatory signals to nonmutant cells are largely unknown. To address this question, we transplanted 1.5% *Jak2^V617F^* (*Jak2^VF^*) bone marrow (BM) cells with 98.5% WT BM cells into hyperlipidemic *Ldlr^–/–^* mice. Low-allele-burden (LAB) mice showed accelerated atherosclerosis with increased features of plaque instability, decreased levels of the macrophage phagocytic receptors c-Mer tyrosine kinase (MERTK) and triggering receptor expressed on myeloid cells 2 (TREM2), and increased neutrophil extracellular traps (NETs). These changes were reversed when *Jak2^VF^* BM was transplanted with *Il1r1^–/–^* BM. LAB mice with noncleavable MERTK in WT BM showed improvements in necrotic core and fibrous cap formation and reduced NETs. An agonistic TREM2 antibody (4D9) markedly increased fibrous caps in both control and LAB mice, eliminating the difference between the groups. Mechanistically, 4D9 increased TREM2^+^PDGFB^+^ macrophages and PDGF receptor-α^+^ fibroblast–like cells in the cap region. *TREM2* and *PDGFB* mRNA levels were positively correlated in human carotid plaques and coexpressed in macrophages. In summary, low frequencies of *Jak2^VF^* mutations promoted atherosclerosis via IL-1 signaling from *Jak2^VF^* to WT macrophages and neutrophils, promoting cleavage of phagocytic receptors and features of plaque instability. Therapeutic approaches that stabilize MERTK or TREM2 could promote plaque stabilization, especially in CH- and inflammasome-driven atherosclerosis.

## Abstract 2

Low frequency *Jak2^VF^* mutations promote atherosclerosis via IL-1 mediated cross-talk. Therapeutic approaches that increase MERTK or TREM2 could promote plaque stabilization in inflammasome-driven atherosclerosis.

## Introduction

Although LDL-lowering treatments have been proven effective, atherosclerotic cardiovascular disease (CVD) remains the leading cause of morbidity and mortality in the United States, accounting for 28% of all deaths (1). Despite achieving considerable reductions in LDL cholesterol in clinical studies (2–4), a significant residual cardiovascular risk remains, highlighting the need for potential treatment alternatives. Recent clinical trials utilizing antiinflammatory therapies, especially IL-1β antibodies (5) or colchicine (6), have demonstrated a decrease in CVD events. However, these treatments were associated with an increased risk of infections. IL-1β antibodies remain unapproved for CVD indications, and although colchicine was recently approved by the FDA, its therapeutic potential may be limited (7). This indicates an urgent need for additional antiinflammatory treatments targeted for patients with high levels of inflammatory risk, identified either by biomarkers or by genetic factors.

Clonal hematopoiesis (CH) has recently been identified as an important genetic risk factor for CVD (8). This condition results from somatic mutations in leukemogenic genes, providing a survival advantage to hematopoietic stem cells and causing the clonal expansion of blood cells (9, 10). While CH is associated with an increased risk of hematological malignancy, it is much more commonly associated with coronary heart disease, premature myocardial infarction, thrombotic stroke, and heart failure (8, 11, 12). CH of indeterminate potential (CHIP) is identified by the existence of a leukemogenic gene mutation exhibiting a variant allele frequency (VAF) of no less than 2% in peripheral blood, without clinical indications of hematological malignancy (13). Targeted and deeper DNA sequencing methods reveal higher frequencies of CH mutations (14). CVD risk associated with *TET2* and *DNMT3A* CHIP increases with VAF and is only significantly increased at a VAF of greater than 10% (15); however, detection sensitivity and accuracy may have been limited (16). Targeted sequencing has shown progression of heart failure in CH at a VAF of less than 5% (17, 18). An increase in incident coronary heart disease events in CH at a VAF of 0.5%–2% has recently been reported in East Asian cohorts (19).

*JAK2^V617F^* (*JAK2^VF^*) increases hematopoietic cytokine signaling and is a frequent driver mutation in myeloproliferative neoplasms (MPNs) (20). *JAK2^VF^* CH, while less common than *DNMT3A*, *TET2*, or *ASXL1* CH, shows the strongest association with CVD. In a high-risk population, the increased CVD risk for *JAK2^VF^* was 12-fold (8). In a recent meta-analysis of relatively healthy individuals in the United Kingdom Biobank, Mass General Brigham Biobank, and all of the US Biobank, CH overall significantly increased CVD risk by approximately 1.1-fold, whereas the increased risk for *JAK2^VF^* was 2-fold. The increased CVD risk was also found in individuals without overt MPN or altered blood cell counts (13, 21). While formerly considered rare, *Jak2^VF^* has been detected in 3.1% of a general European population using digital droplet PCR (22) and associates with thrombotic risk at low allele burden (LAB) (2%) (22, 23). In the European population, the *JAK2^VF^* mutation was found in 11% of patients with ischemic stroke versus 4% in matched controls (24). *JAK2^VF^* is present at similar frequencies in men and women and in different ethnic groups in the US population (24, 25). Thus, *JAK2^VF^* is emerging as an important CVD risk factor. However, the effect of low VAF *JAK2^VF^* on atherosclerosis remains poorly understood.

Although macrophages play a key role in the progression of atherosclerosis, distinct macrophage populations that express phagocytic receptors may have antiinflammatory, pro-resolving properties (26). For example, c-Mer tyrosine kinase (MERTK), an efferocytosis receptor, reduces necrotic core formation and increases fibrous caps in advanced plaques (27). griggering receptor expressed on myeloid cells 2 (TREM2) is a lipid/lipoprotein-activated phagocytic molecule that promotes microglial or macrophage viability and expression of genes involved in efferocytosis, lysosomal catabolism, and cholesterol efflux (28, 29). Trem2^hi^ macrophages take up modified LDL, become foam cells with low expression of inflammatory genes, and have a potential beneficial role in atherogenesis (30–33). The goals of the present study were to assess atherogenesis in a hyperlipidemic, LAB model of *Jak2^VF^*, then to define the mechanisms of accelerated atherosclerosis, especially those involving IL-1β–mediated crosstalk from mutant to WT myeloid cells that led to reduced levels of MERTK and TREM2. We showed that interventions that stabilized these receptors produced improvements in features of plaque stability, establishing causation and suggesting alternative therapeutic interventions.

## Results

### LAB Jak2^VF^ CH increases atherosclerosis and features of plaque instability.

We recently developed a LAB model of *Jak2^VF^* CH by mixing 1.5% *Jak2^VF^* bone marrow (BM) with 98.5% WT BM and transplantation into LDL receptor–deficient (*Ldlr^–/–^*) mice. These mice displayed accelerated FeCl_3_-stimulated carotid artery thrombosis (25). To assess the effect of LAB *Jak2^VF^* CH on atherosclerosis, we transplanted 1.5% *Jak2^VF^* mixed with 98.5% GFP^+^ WT BM cells into lethally irradiated *Ldlr^–/–^* female mice (Figure 1A). After recovery, mice were fed a Western diet (WD) for 16 weeks to promote advanced atherosclerotic lesions (Figure 1A). Similar to an earlier study (25), we found that blood cell counts were unchanged, and there was no expansion of *Jak2^VF^* alleles within WBCs, neutrophils, monocytes, or monocyte subsets (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI182939DS1). In striking contrast to higher VAF mice (34), plasma cholesterol levels were identical between the groups (Figure 1B), probably reflecting the lack of splenomegaly that accelerates LDL degradation in MPNs (35). The atherosclerotic lesion area in the LAB *Jak2^VF^* CH group was increased by approximately 50% and the necrotic core area by nearly 2-fold (Figure 1C), with size effects similar to those seen in the 20% *Jak2^VF^* CH mice (34). Moreover, the area of the fibrous cap, which is considered a protective structure in human plaques (36), was decreased in the LAB mice (Figure 1D), while there was comparable lesional collagen content between the groups (Figure 1D). We observed increased macrophage staining areas in lesions, including in both GFP^+^ (WT) and GFP^–^ (*Jak2^VF^*) macrophages, in LAB *Jak2^VF^* CH mice compared with controls, along with an increased ratio of mutant/WT macrophages in the lesions (Figure 1, E and F). We also observed a moderate expansion of GFP^–^ (*Jak2^VF^*) cells in LAB mice compared with controls, but they still only represented approximately 7% of total macrophages in the lesions (Figure 1F). Studies have shown increased neutrophil extracellular traps (NETs) in lesions as a result of aggravated inflammation (37–39). As assessed by costaining of citrullinated histones (3H-Cit) and myeloperoxidase (MPO), we found increased NETs in the LAB *Jak2^VF^* CH lesions compared with control mice (Figure 1G). These data showed a marked increase in atherosclerosis with features of plaque destabilization in LAB *Jak2^VF^* CH mice, involving both mutant and WT macrophages. Since a minor population of *Jak2^VF^* macrophages was inducing these overall changes, there was likely major inflammatory crosstalk from mutant to WT cells in lesions.

Next, we attempted to identify inflammatory cytokines responsible for the crosstalk. IL-1β is an apical cytokine that plays an important role in human CVD (5), and we have shown that IL-1β and AIM2 inflammasome–induced pyroptosis promote features of plaque instability in higher VAF *Jak2^VF^* CH mice (34). Immunostaining revealed an increased abundance of IL-1β in LAB mice compared with control mice (Figure 1H). We noted an increase in *Il1b* mRNA expression in isolated aortic macrophages from LAB mice in both GFP^+^ and GFP^–^ cells (Supplemental Figure 1C), consistent with IL-1 induction of its own expression (40) in both *Jak2^VF^* and WT macrophages. A survey of other potential inflammatory mediators showed trends for increased *Il6*, *Tnfa*, and *Ifng* expression in macrophages from LAB lesions compared with control lesions (Supplemental Figure 1D). Immunostaining confirmed a significant increase of IL-6 staining, which may be increased downstream of IL-1 signaling (41, 42) in LAB mice, but not of TNF-α or IFN-γ staining (Supplemental Figure 1, E–G).

### Inflammatory crosstalk is mediated through IL-1 receptor, type 1–dependent signaling.

To test the hypothesis that inflammatory crosstalk from mutant to WT cells is mediated through IL-1 signaling, we used IL-1 receptor 1 deficiency (*Il1r1^–/–^*) in non-*Jak2^VF^* BM cells in the LAB mice (Figure 2A). Donor BM in this cohort included control or *Jak2^VF^* (GFP^+^) BM (1.5%, tagged with GFP to better identify mutant cells) mixed with WT or *Il1r1^–/–^* BM (98.5%, GFP^–^) that was transplanted into irradiated *Ldlr^–/–^* mice (Figure 2A). After 6 weeks of recovery from BM transplantation (BMT), mice were placed on the WD for 16 weeks. At the end of WD feeding, the 4 groups had similar circulating WBCs, RBCs, and platelets (Supplemental Figure 2A). We also observed comparable GFP^+^ WBCs among groups as well as body weight, spleen weight, and liver weight (Supplemental Figure 2, B and C).

Deficiency of IL-1R1 in non-*Jak2^VF^* cells reversed the increase in plaque size and necrotic core area in LAB *Jak2^VF^* mice but did not affect these parameters in control mice (Figure 2B). The reduced fibrous cap in LAB *Jak2^VF^* mice was partially reversed by IL-1R deficiency (Figure 2C). Consistent with prior reports (43), IL-1R deficiency reduced fibrous cap formation in control mice lacking the *Jak2^VF^* mutation (Figure 2, C and D). Collagen content showed no significant change in LAB *Jak2^VF^* mice with or without IL-1R deficiency (Figure 2, C and D).

Impaired efferocytosis has been shown to promote necrotic core formation and decrease fibrous cap thickness in advanced atherosclerotic plaques (44–46). We thus assessed the expression of the phagocytic receptors MERTK and TREM2, which have both been implicated in efferocytosis and necrotic core formation in atherosclerosis (27, 47). Immunostaining revealed an approximate 30% reduction in receptor levels in lesions of LAB mice (Figure 2, E and F). However, this change was reversed by IL-1R1 deficiency in non-*Jak2^VF^* cells, leading to a significant approximately 1.4-fold increase in MERTK levels and a significant approximately 1.3-fold increase in TREM2 levels (Figure 2, E and F). The role of these receptors in plaque development was further assessed with in vivo models (see below).

### IL-1–mediated crosstalk in myeloid cells induces pyroptosis and NETosis.

IL-1R1 deficiency reversed the increase in macrophages in LAB mice for both GFP^+^ and GFP^–^ macrophages and decreased GFP^+^ macrophages as a percentage of total macrophages in plaques (Figure 3A), indicating that IL-1 signaling in both *Jak2^VF^*-mutant and non-*Jak2^VF^*-mutant macrophages was increasing their content in plaques. We found that when IL-1R1 was absent in WT cells, elevated NETosis in the LAB lesions was abolished (Figure 3, B and C). To assess pyroptosis, we used an antibody to detect the N-terminal, cleaved form of gasdermin D (Cl-GSDMD), the mediator of pyroptosis downstream of inflammasomes (48). The specificity of this antibody was verified by Western blotting (WB) and by lack of staining in the lesions of *Gsdmd*-deficient mice (Supplemental Figure 2, D and E). However, WB showed that, while the antibody mainly recognized the cleaved form of GSDMD, there was a faint band corresponding to full-length GSDMD (Supplemental Figure 2D). To assess in vivo specificity, we compared immunostaining by this antibody with that of an antibody recognizing full-length GSDMD. In sections from 4 different mice, there was no overlap in staining of the 2 antibodies, suggesting specificity of the Cl-GSDMD antibody (a representative section is shown in Supplemental Figure 2F). The full-length antibody stained primarily in the cellular area and the Cl-GSDMD antibody predominantly in the necrotic core region. This suggests that the Cl-GSDMD antibody mainly recognized cleaved GSDMD in necrotic regions where pyroptosis had occurred. Cl-GSDMD staining was significantly increased in LAB mice, and this appeared to be especially the case in areas of NETosis (Figure 3, B and D). Further characterization revealed that Cl-GSDMD was largely expressed in GFP^–^ neutrophils with lower expression in GFP^–^ macrophages (Figure 3, B, E, and F). This suggests that IL-1 drives pyroptosis in bystander neutrophils, potentially promoting NETosis (49) in LAB mice (Figure 3, B–F).

### Resistance to MERTK cleavage in WT cells reduces plaque necrosis in LAB Jak2^VF^ CH mice.

To assess the potential functional effect of reduced macrophage MERTK expression in LAB *Jak2^VF^* mice, we examined in vivo efferocytosis as described previously (50). We found impaired in situ efferocytosis in lesions of *Jak2^VF^* LAB mice (Figure 4A). To evaluate the role of reduced MERTK in lesion development, we used a genetically modified, cleavage-resistant version of the *Mertk* gene (*Mertk^CR^*) (27). *Mertk^CR^* *Ldlr^–/–^* mice have been shown to have increased macrophage efferocytosis and decreased necrotic cores in aortic root lesions (27). *Mertk^CR^* BM (98.5%) was mixed with *Jak2^VF^* or control BM (1.5%) and transplanted into *Ldlr^–/–^* mice (Figure 4B). After 16 weeks of WD feeding, the mice had comparable circulating WBCs, RBCs, and platelets among the groups (Supplemental Figure 3A). We also found unchanged GFP^+^ WBC percentages and spleen weights in the 4 groups (Supplemental Figure 3, B and C). In *Jak2^VF^* LAB mice, administration of *Mertk^CR^* BM eliminated the difference in necrotic core areas between *Jak2^VF^* LAB mice and the control group mice (Figure 4C). We observed no significant change in the overall lesion area (Figure 4C), indicating that the reduction in necrotic core area was not secondary to the reduced plaque size. LAB/*Mertk^CR^* mice also showed an increased cap area and an increased collagen staining area (Figure 4D), indicating improved features of plaque stability that could be related to increased TGF-β1 production in *Mertk^CR^* mice, as previously shown (27). Unexpectedly, we observed that increased NETosis was significantly reduced in LAB *Mertk^CR^* mice (Figure 4E), indicating a role of MERTK in NET formation or clearance in lesions. Together, the results suggest that the aggravation of plaque necrosis and NETosis in LAB mice was mediated at least in part by MERTK cleavage downstream of IL-1β in nonmutant cells in plaques.

To assess the possibility that reduced MERTK might be linked to increased active IL-1β in plaques, we conducted efferocytosis assays in which BM-derived macrophages (BMDMs) were treated with IL-1β for 6 hours and then incubated with PKH26-labeled, UV-induced apoptotic Jurkat cells (ACs). The percentage of macrophages that had internalized ACs was significantly lower in IL-1β–treated macrophages than in nontreated cells, regardless of genotype (Figure 5A). The effect was similar in WT and *Jak2^VF^* cells, since the latter were not treated with inflammasome activators. To determine whether IL-1β signaling regulates MERTK cleavage or if other cytokines may be involved, we treated BMDMs from control and *Jak2^VF^* mice with IL-1β, IL-6, IFN-γ, and IL-1α. We found that IL-1β, but not other cytokines, induced MERTK cleavage, as shown by a decrease in cell-surface MERTK expression and an increase in soluble MERTK in media of both control and *Jak2^VF^* BMDMs, with a more pronounced effect in *Jak2^VF^* cells (Figure 5B and Supplemental Figure 3D). The extracellular domain of MERTK can undergo ADAM17-mediated proteolytic cleavage, and P38 activity is required for ADAM17-mediated MERTK cleavage (51, 52). IL-1β activated P38 in WT macrophages, as reported previously (53), and in *Jak2^VF^* macrophages (Supplemental Figure 3E). Moreover, P38 is known to activate ADAM17 (54, 55). To determine whether ADAM17 is involved in IL-1β–mediated MERTK cleavage, we treated macrophages with the ADAM17 inhibitor TAPI-0 and found that IL-1β–induced MERTK cleavage was blocked (Figure 5C). These findings indicate that IL-1β activated p38 MAPK, which led to ADAM17-mediated cleavage of MERTK, establishing a mechanistic link between inflammasome activation and impaired efferocytosis.

### The TREM2-activating antibody 4D9 increases fibrous cap formation.

We next assessed the in vivo role of TREM2 in plaque stabilization in LAB mice using the TREM2-activating antibody 4D9 (56). 4D9 elicits a major increase in cell-surface TREM2 and TREM2 signaling and concomitantly reduces proteolytic shedding of TREM2 (56). To determine if activation of TREM2 could improve atherosclerosis in LAB *Jak2^VF^* CH mice, we administered 4D9 or isotype control IgG antibodies by i.p. injection beginning 2 weeks after initiation of the WD and continued the injections and the diet for an additional 14 weeks (Figure 6A). The antibody treatment did not alter the allele burden or blood cell counts in the LAB mice (Supplemental Figure 4A). 4D9 treatment significantly increased TREM2 expression in plaque myeloid cells isolated by flow cytometry (*P* = 0.003 for group effect, by 2-way ANOVA), bringing TREM2 expression to similar levels in both LAB mice and controls, and showing efficacy of the antibody (Supplemental Figure 4B).

Analysis of lesions in the proximal aorta showed no change in lesion area (Figure 6B). The necrotic core area was reduced by approximately 20%, but the change was not significant (Figure 6B). Even though the necrotic core area trended toward reduction, TUNEL^+^ cells were reduced by 4D9 treatment, and the impaired efferocytosis in *Jak2^VF^* lesions was significantly improved by 4D9 (Figure 6C). 4D9 produced a marked increase in cap area in both control (~1.3-fold) and LAB *Jak2^VF^* CH (~1.8-fold) mice in response to 4D9 treatment, eliminating the difference between the groups (Figure 6D). This was associated with an increase in intimal staining for both decorin (control: 1.52-fold vs. LAB VF: 1.72-fold) and α smooth muscle actin (α-SMA) (control: 1.25-fold vs. LAB VF 1.90-fold), which are potential markers for fibroblasts and smooth muscle cells (SMCs), respectively (Figure 6, E and F). Thus, 4D9 treatment led to improvements in parameters associated with plaque destabilization in both control and *Jak2^VF^* CH mice, with the most dramatic effects on the fibrous cap area and a numerically larger effect in *Jak2^VF^* LAB mice than in controls.

To explore the underlying mechanisms of the fibrogenic effects of 4D9, we isolated aortic CD11b^+^ cells and screened for TREM2-related fibrogenic mediators (57). This screen included *Tgfb* family members (*Tgfb1*, *Tgfb2*, *Tgfb3*), latent TGF-β–binding proteins (*Ltbp1–4*), PDGFB (*Pdgfb*), tissue inhibitors of matrix metalloproteases (*Timp*, *Timp2*) (58), matrix metalloproteases (*Mmp7*, *Mmp9*), FGF12 (*Fgf12*) (59), and plasminogen activators (*PAI-1*) (60) (Figure 7A). The screen showed modest, less than 2-fold increases in *Tgfb*-related genes in response to 4D9 treatment (Figure 7A). In contrast, *Pdgfb* mRNA was increased 3- to 5-fold by 4D9 treatment, with significant increases in both control and LAB cells (Figure 7A). 4D9 increased lesional PDGFB levels by 2-fold compared with IgG (Supplemental Figure 4E). Moreover, PDGFB^+^TREM2^+^ double-positive macrophages were increased by 2- to 4-fold in 4D9-treated mice (Figure 7B) and were almost exclusively found in close proximity to the cap region (Figure 7B). We also stained lesions for PDGFRα, a PDGF receptor that is specifically expressed on fibroblasts (61). We observed a significant, 2-fold increase in PDGFRα staining in both control and *Jak2^VF^* LAB groups in response to 4D9 treatment (Figure 7C), indicating increased numbers of fibroblasts. 4D9 slightly increased TGF-β1 staining in lesions (*P* = 0.02 for treatment effect, by 2-way ANOVA) (Supplemental Figure 4E).

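Whole aortas of LAB *Jak2 VF* mice, in which a small part of the blood cells carries activated JAK2, were dissociated after treatment with 4D9, an antibody that activates TREM2, or with control IgG, and their cells were sequenced in droplets. Cells with contractile smooth muscle genes gave most of both libraries, and fibroblasts, macrophages, endothelial cells and lymphocytes were also seen. There was 1 library per antibody. The IgG library held 3195 cell barcodes with 14483062 unique molecular identifiers (UMIs, each standing for an RNA molecule), and the 4D9 library held 3349 barcodes with 14665737 UMIs. Among the cells kept, the median cell had 4092 UMIs, 1646 genes and 3.54% mitochondrial UMIs in the IgG library and 4037 UMIs, 1640 genes and 3.80% mitochondrial UMIs in the 4D9 library. The authors made the UMI counts with Cell Ranger and deposited them per gene and barcode. The deposit came before normalization and before their filters on genes, UMIs and mitochondrial share. Its barcodes may already have been selected by hashtag. From those counts, the authors' stated filters and Seurat settings were applied here to the 2 aortic libraries, while the paper integrated 4 datasets. The ligand, receptor and phagocytic receptor genes that the paper names for these cells were left out of the genes used for clustering, and so were the genes of its screen of fibrogenic mediators. No cell class was thus defined by these genes. Clusters were named only from markers set before the data were examined and carry names such as macrophage-like. With 1 library per antibody, no test between the antibodies was possible. Levels, their ratios and shares of cells are given with 95% intervals, exact Poisson intervals for summed UMIs and Clopper-Pearson intervals for shares of cells. These cover counting error only, not the variation between mice. Intervals for summed UMIs and their ratios also leave out variation between cells, so they are too narrow where few cells hold many UMIs. Scrublet called only 1 cell of the IgG library and 2 cells of the 4D9 library doublets. Whether it missed doublets was not tested, so doublets may remain among the cells.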

To define the response to 4D9 on a cellular level, we conducted single-cell RNA-Seq (scRNA-Seq) analysis on whole aortas from LAB mice treated with 4D9 or control IgG. 

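SMC-like cells made up most of both libraries, and the share of macrophage-like cells was lower in the 4D9 library while that of fibroblast-like cells was higher. Macrophage-like cells, with the complement genes *C1qa*, *C1qb* and *C1qc* and with *Pf4*, were 208 cells (7.17%, 95% interval 6.26 to 8.18) in the IgG library and 140 cells (4.55%, 3.84 to 5.35) in the 4D9 library. At a finer resolution of 0.8, 91 and 51 of these cells fell in a group with *C1qa* in only 16.5% and 23.5% of its cells. Without that group the macrophage-like shares were 4.04% (3.35 to 4.82) and 2.89% (2.33 to 3.55), with intervals that overlap. Fibroblast-like cells, with the matrix genes *Dcn* and *Lum* and the adventitial gene *Clec3b*, were 243 cells (8.38%, 7.40 to 9.45) and 328 cells (10.7%, 9.60 to 11.8). Without integration of the libraries, the fibroblast-like cluster with these genes was 8.11% (7.14 to 9.16) and 9.69% (8.67 to 10.8), and a cluster led by *Timp1*, *Lum* and *Vcam1* that then joined the class was 4.07% and 2.67%. Among cells with the main hashtag of their library on top, the fibroblast-like shares were 7.79% (6.83 to 8.84) and 9.54% (8.47 to 10.7), so their intervals overlapped in both settings. SMC-like cells, with the contractile genes *Myh11*, *Acta2* and *Tagln*, were 2138 cells (73.7%, 72.1 to 75.3) and 2386 cells (77.6%, 76.1 to 79.1).

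T cell-like cells were 4.42% (3.70 to 5.23) of the IgG library and 1.27% (0.903 to 1.73) of the 4D9 library. B cell-like cells were 1.93% (1.46 to 2.50) and 1.46% (1.07 to 1.95), and endothelial-like cells, with *Pecam1* and *Cdh5*, were 1.93% (1.46 to 2.50) and 2.54% (2.01 to 3.16). In all, 10 clusters were found, of which 4 were SMC-like. The SMC-like clusters differed in their makeup of the libraries. Cluster 2, led by *Rgs5*, was 13.9% (12.6 to 15.2) of the IgG library and 19.1% (17.7 to 20.5) of the 4D9 library. Cluster 3, led by *Uchl1* and *Col18a1*, was 17.5% (16.1 to 18.9) and 14.5% (13.3 to 15.8). Cluster 8 had contractile genes, but its top 10 genes by fold held 0 SMC markers and 1 pericyte marker, *Rgs5*. It was therefore left unnamed and out of the SMC-like class, with 70 cells (2.41%) in the IgG library and 59 cells (1.92%) in the 4D9 library. The macrophage-like class also took in a few cells with neutrophil RNA, and no cluster met the rule for a monocyte or dendritic cell name. Dissociation of the aorta can set such shares.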

Similar to previous reports (34, 62), scRNA-Seq analysis revealed 13 cell populations, including SMCs, fibroblast-like cells, and macrophages (Supplemental Figure 5A). 

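*Trem2* RNA was seen mostly in macrophage-like cells and *Pdgfra* RNA mostly in fibroblast-like cells, *Pdgfb* RNA was found in macrophage-like and endothelial-like cells, and *Tgfb1* RNA was found in every class. Between the libraries, the levels of *Trem2* and *Tgfb1* in macrophage-like cells and of *Pdgfra* in fibroblast-like cells had overlapping intervals. *Trem2*, which encodes a lipid-sensing receptor of myeloid cells, lies on chromosome 17 of GRCm38 (mm10) from 48346401 to 48354147. Its summed level in macrophage-like cells was 464 CPM (UMIs per 1000000 UMIs of the class; 95% interval 414 to 518) in the IgG library and 474 CPM (412 to 542) in the 4D9 library, a log2 ratio of 4D9 over IgG of 0.032 (-0.23 to 0.29). A *Trem2* UMI was seen in 44.7% (37.8 to 51.7) and 47.9% (39.3 to 56.5) of these cells. In fibroblast-like cells, which should lack *Trem2*, the shares were 1.23% and 0.305%. The median depths were 2767 and 2867.5 UMIs in macrophage-like cells and 3427 and 2966 UMIs in fibroblast-like cells. When each cell was thinned to 2000 UMIs, averaged over all draws, the shares of macrophage-like cells with *Trem2* were 44.0% and 44.8%, with 57 and 37 shallower cells left out.

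*Pdgfb* (chromosome 15, 79995874 to 80014977) encodes the B chain of platelet-derived growth factor. Its level was 58.0 CPM (25.0 to 114) and 87.3 CPM (50.8 to 140) in endothelial-like cells, where its use in recruiting pericytes is known, and 30.9 CPM (19.1 to 47.2) and 31.2 CPM (17.0 to 52.3) in macrophage-like cells, with intervals that overlap. In SMC-like cells it was 3.84 CPM (2.70 to 5.29) and 4.57 CPM (3.37 to 6.06). At the finer clustering resolution of 0.8, the macrophage-like cells parted into a larger group with *C1qa* in 96.6% and 97.8% of its cells and a smaller group with the monocyte gene *Plac8* in 42.9% and 37.3% of its cells. *Pdgfb* was seen in 13 of the 117 and 13 of the 89 cells of the *C1qa* group, and in 2 of the 91 and 1 of the 51 cells of the *Plac8* group. *Pdgfra* (chromosome 5, 75152292 to 75198215), a receptor for PDGF on fibroblasts, was at 186 CPM (159 to 216) and 183 CPM (157 to 211) in fibroblast-like cells, a log2 ratio of -0.025 (-0.33 to 0.29). It was seen in 38.7% (32.5 to 45.1) and 38.4% (33.1 to 43.9) of fibroblast-like cells, or 28.4% and 29.9% after thinning with 37 and 78 cells left out, against 0.962% of macrophage-like cells of the IgG library and 0 of 140 of the 4D9 library, which allows a share of cells with a UMI of up to 2.14%. In the unnamed cluster 8, *Pdgfra* was seen in 8.57% (3.21 to 17.7) and 11.9% (4.91 to 22.9) of cells. *Tgfb1* (chromosome 7, 25687002 to 25705077), a cytokine that drives matrix deposition, was at 143 CPM (116 to 174) and 165 CPM (129 to 207) in macrophage-like cells and at 121 CPM (62.3 to 211) and 115 CPM (52.7 to 219) in B cell-like cells. It was seen in 16.1% and 16.7% of endothelial-like cells, and was at 58.8 CPM (34.3 to 94.2) and 77.5 CPM (31.2 to 160) in T cell-like cells, 40.3 CPM (28.2 to 55.8) and 36.1 CPM (25.5 to 49.8) in fibroblast-like cells and 26.5 CPM (23.4 to 30.0) and 24.4 CPM (21.5 to 27.6) in SMC-like cells.

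**Figure D1:**
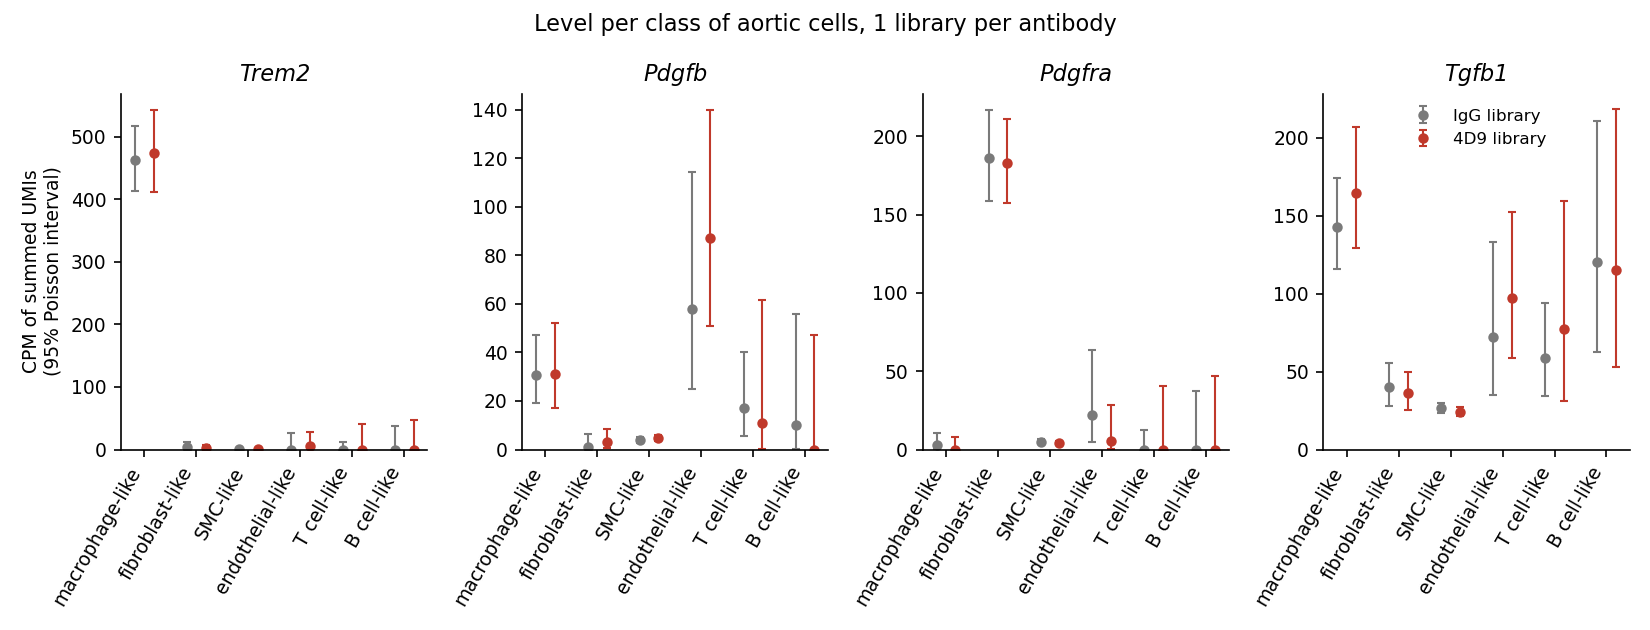
Levels of *Trem2*, *Pdgfb*, *Pdgfra* and *Tgfb1* in CPM of the summed UMIs of each cell class, in the IgG and the 4D9 library, with exact Poisson 95% intervals that cover counting error only. *Trem2* stands near 464 and 474 CPM in macrophage-like cells and *Pdgfra* near 186 and 183 CPM in fibroblast-like cells.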

Feature plots revealed that *Trem2* was predominantly expressed in macrophages; *Pdgfb* was expressed in monocytes and macrophages as well as other cell types (Supplemental Figure 5, A and B); *Pdgfra* was primarily found in fibroblasts (Supplemental Figure 5, A and B); and *Tgfb1* was widely expressed in all cell types (Supplemental Figure 5, A and B). To assess potential ligand-receptor interactions between macrophages, SMCs, and fibroblasts based on the scRNA-Seq data, we used Cellphone-DB, a computational framework that can be used to evaluate cell-cell communication mediated by a large variety of ligand-receptor complexes (63). 

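In both libraries the macrophage-like cells carried *Tgfb1* RNA and the fibroblast-like and SMC-like cells carried RNA of all 3 TGF-β receptor genes. *Tgfb1* was seen in 33.7% (95% interval 27.3 to 40.5) of macrophage-like cells of the IgG library and 35.0% (27.1 to 43.5) of those of the 4D9 library, with a log2 ratio of 4D9 over IgG of 0.21 (-0.25 to 0.66). The shares were 23.9% and 25.8% when each cell was thinned. *Tgfbr2*, the receptor that binds the ligand first, was at 181 CPM (155 to 212) and 162 CPM (138 to 189) in fibroblast-like cells and 51.3 CPM (46.9 to 56.0) and 54.6 CPM (50.2 to 59.2) in SMC-like cells. *Tgfbr1*, the kinase that passes the signal on, was lower in the fibroblast-like cells of the 4D9 library, at 45.9 CPM (33.7 to 61.1) against 71.7 CPM (55.2 to 91.5), a log2 ratio of -0.64 (-1.22 to -0.077). It was seen in 23.0% and 12.8% of fibroblast-like cells, or 12.5% and 8.08% after thinning to 2000 UMIs. In SMC-like cells *Tgfbr1* was at 84.4 CPM (78.7 to 90.4) and 75.8 CPM (70.6 to 81.3). The co-receptor *Tgfbr3* was at 98.6 CPM (79.0 to 121) and 119 CPM (99.0 to 142) in fibroblast-like cells and at 10.3 CPM (4.14 to 21.2) and 4.45 CPM (0.539 to 16.1) in macrophage-like cells.

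CellPhoneDB scores a pair by the average of the ligand's mean log-normalized level in the sending class and the receptor's in the receiving class, taking the lowest subunit of a complex. From macrophage-like to fibroblast-like cells, the mean of TGFB1 with its TGFBR1 and TGFBR2 complex was 0.417 (0.332 to 0.517) in the IgG library and 0.382 (0.295 to 0.486) in the 4D9 library, and that of TGFB1 with TGFBR3 was 0.471 (0.380 to 0.577) and 0.505 (0.406 to 0.621). From macrophage-like to SMC-like cells, the complex gave 0.394 (0.333 to 0.465) and 0.418 (0.346 to 0.503), and TGFBR3 gave 0.374 (0.313 to 0.443) and 0.401 (0.329 to 0.485). In these 4 pairs, ligand and receptor were each seen in over 10% of the cells of their class in both libraries. *Tgfb2* and *Tgfb3* were seen in 0.962% and 2.88% of macrophage-like cells of the IgG library and in 3.57% and 2.14% of those of the 4D9 library, below that limit. In the other direction, *Tgfb2* was seen in 23.9% and 23.3% of SMC-like cells, and its mean with the receptor complex of macrophage-like cells was 0.253 (0.212 to 0.304) and 0.286 (0.230 to 0.357). *Tgfb1* was seen in 13.2% and 9.76% of fibroblast-like cells and in 10.6% and 9.47% of SMC-like cells, so its pairs with the complex of macrophage-like cells passed the limit in the IgG library only. *Tgfb3* of fibroblast-like cells gave 0.250 (0.184 to 0.333) and 0.295 (0.218 to 0.392) with that complex. With a limit of 15% of cells in place of 10%, the TGFB1 pair with the complex of fibroblast-like cells no longer passed in the 4D9 library because of its *Tgfbr1* share. The paper's permutation of population labels was not run here.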

Functional analyses using CellPhone-DB suggested that in both IgG- and 4D9-treated LAB mice, macrophages showed signaling between TGF-β and its cognate receptor TGF-βR on SMCs and fibroblasts (Figure 7D). However, 4D9 treatment specifically increased macrophage PDGFB signaling to fibroblast PDGFRa and PDGFRb (Figure 7D), consistent with the immunostaining and fibrogenic mediator gene screening data.

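*Pdgfb* was not detectably different between the macrophage-like cells of the libraries, and neither were *Pdgfra* and *Pdgfrb* in fibroblast-like cells. Macrophage-like cells held 21 *Pdgfb* UMIs in the IgG library and 14 in the 4D9 library, a log2 ratio of 4D9 over IgG of 0.012 (95% interval -1.08 to 1.06). In both libraries the share of macrophage-like cells with *Pdgfb* was higher among those that also had a *Trem2* UMI, with overlapping intervals. Both genes were seen more often in the *C1qa* group than in the *Plac8* group. *Trem2* was in 71.8% and 66.3% against 9.89% and 15.7% of cells, and *Pdgfb* in 11.1% and 14.6% against 2.20% and 1.96%. The shares with and without *Trem2* were not taken within a group, so they do not show co-expression apart from the mix of groups. *Pdgfb* was seen in 15 of 208 macrophage-like cells of the IgG library (7.21%, 4.09 to 11.6) and in 14 of 140 of the 4D9 library (10%, 5.58 to 16.2). In fibroblast-like cells, which should lack it and whose median depth is somewhat higher, it was seen in 0.412% and 0.915%. After thinning to 2000 UMIs, the shares of macrophage-like cells were 5.22% (2.31 to 10.2) and 7.91% (3.41 to 14.7). Of the cells with a *Trem2* UMI, 12 of 93 (12.9%, 6.85 to 21.5) had a *Pdgfb* UMI in the IgG library and 10 of 67 (14.9%, 7.40 to 25.7) in the 4D9 library. Of those without, 3 of 115 (2.61%, 0.541 to 7.43) and 4 of 73 (5.48%, 1.51 to 13.4) did. After thinning these shares were 8.61% (3.41 to 18.7) against 2.56% (0.286 to 8.24) in the IgG library and 12.1% (4.94 to 26.3) against 4.51% (1.10 to 14.6) in the 4D9 library. When thinned to 1000 UMIs, with 23 and 14 cells left out, they were 4.12% against 2.34% and 5.58% against 2.97%.

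*Pdgfrb* (chromosome 18 of GRCm38, 61045150 to 61085061), the PDGF receptor of mural cells and fibroblasts, was at 140 CPM (117 to 167) in the IgG library and 128 CPM (107 to 152) in the 4D9 library in fibroblast-like cells, a log2 ratio of -0.13 (-0.49 to 0.24). It was seen in 37.0% (31.0 to 43.4) and 30.5% (25.5 to 35.8) of these cells, or 24.1% and 22.1% after thinning, against 3.85% and 5% of macrophage-like cells. In SMC-like cells *Pdgfrb* was at 78.2 CPM (72.7 to 84.0) and 77.1 CPM (71.9 to 82.7). The mean of PDGFB from macrophage-like cells with PDGFRA on fibroblast-like cells was 0.375 (0.308 to 0.456) in the IgG library and 0.388 (0.312 to 0.485) in the 4D9 library, and with PDGFRB it was 0.324 (0.258 to 0.404) and 0.309 (0.238 to 0.402). Most of the mean with PDGFRA came from the receptor, at 0.643 and 0.633, against 0.107 and 0.143 for *Pdgfb*. These means therefore say little about a difference in the ligand. Toward SMC-like cells, the mean with PDGFRB was 0.235 (0.202 to 0.277) and 0.252 (0.207 to 0.313). The receptors were over the limit of 10% of fibroblast-like cells in both libraries, while *Pdgfb* was below it in the IgG library and exactly at it in the 4D9 library, so these pairs did not pass in either library. The share of macrophage-like cells with *Pdgfb* passed 10% in the 4D9 library alone without the upper limits on genes and UMIs (10.6% against 7.83%), with a limit of 5% mitochondrial UMIs (10.3% against 7.50%) or without integration (10.1% against 7.32%). It passed in both libraries at resolution 0.8 (14.6% and 11.1%), where the group with *Plac8*, which had little *Pdgfb*, is outside the class. Of the 14 genes of the paper's screen of fibrogenic mediators, 7 had at least 20 UMIs in macrophage-like cells. Of these, 0 were at least 1.5 times higher in the 4D9 library, 1 was at least 1.5 times lower and 6 lay between, with a median log2 ratio of 0.044, at percentile 52.8 of 10000 random lists matched on expression, as a description of these libraries. The lower gene was the matrix protease *Mmp9*, which neutrophils also make, at 73.6 CPM and 40.1 CPM (log2 ratio -0.88, -1.74 to -0.075), and 6.73% of macrophage-like cells of the IgG library and 3.57% of the 4D9 library had neutrophil-type RNA. *Timp2*, an inhibitor of matrix proteases, was at 514 CPM and 519 CPM. From its CellPhoneDB analysis (Figure 7D), read beside its immunostaining and its screen of fibrogenic mediators, the paper states that 4D9 specifically raised macrophage PDGFB signaling to PDGFRa and PDGFRb of fibroblasts.

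**Figure D2:**
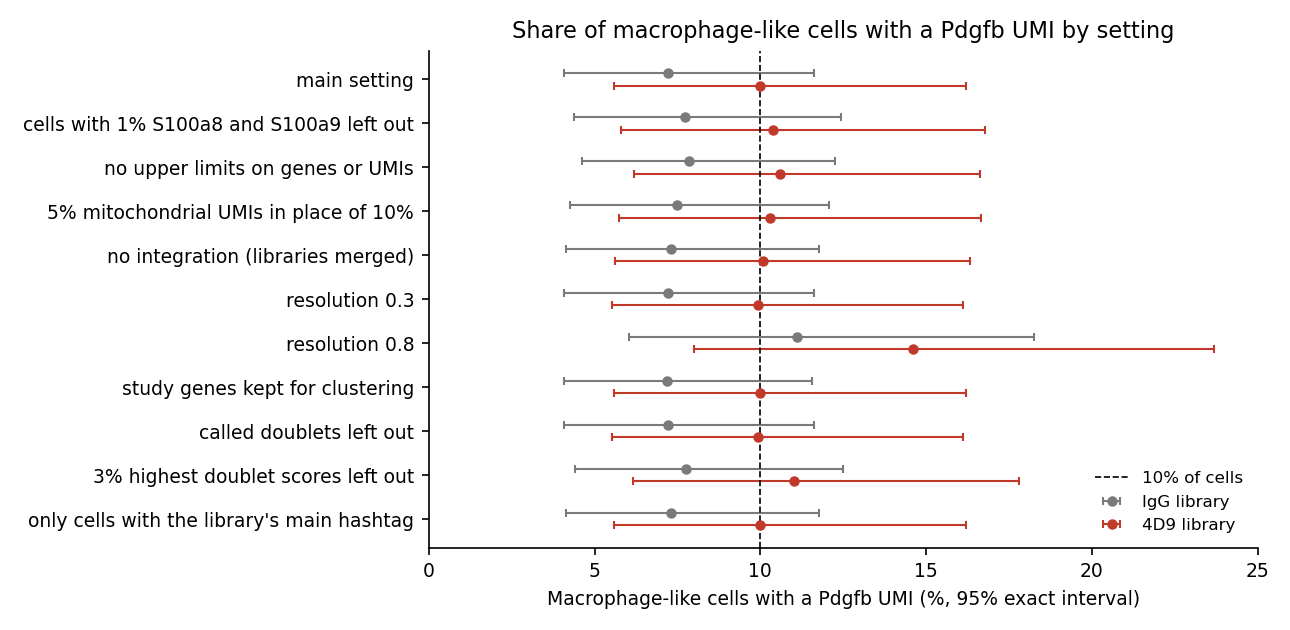
Share of macrophage-like cells with a *Pdgfb* UMI, in percent, in the IgG and the 4D9 library under the filter and clustering settings named on the axis, without thinning of cells, with Clopper-Pearson 95% intervals that cover counting error only. The dashed line marks the limit of 10% of cells, and the intervals of both libraries hold it in each setting drawn.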

In order to determine the effect of TREM2 activation on MERTK expression, we stained the aortic root section and found that reduced MERTK expression in LAB mice was unaffected by 4D9 treatment (Supplemental Figure 4F). Flow cytometry confirmed a decrease in MERTK expression on aortic macrophages, with no effect of 4D9 treatment (Supplemental Figure 4G). In accord with our in vivo results, the surface expression of MERTK on BMDMs was also unaffected by 4D9 (Supplemental Figure 4H). We isolated aortic CD11b^+^ cells to determine if resistance to the MERTK cleavage may also affect *Pdgfb* expression, however, quantitative PCR (qPCR) analysis revealed no change in the mRNA expression level (Supplemental Figure 4I). Our data suggest that TREM2 and MERTK may have acted independently in LAB mice to promote different features of plaque instability. 4D9-mediated TREM2 activation primarily improved atherosclerosis in LAB *Jak2^VF^* by activating a fibrogenic pathway, possibly mediated by macrophage *Pdgfb*/fibroblast *Pdgfra* signaling.

### TREM2 and PDGFB in human carotid plaque samples.

Analysis of scRNA-Seq data from human advanced carotid plaques revealed that both PDGFB and TREM2 were highly expressed in macrophages (Figure 7E). Similar to our findings in mice, human plaque fibroblasts showed high expression of *PDGFRA* (Figure 7E). Consistent with the effects the TREM2-agonizing antibody in mice, analysis of bulk RNA-Seq data from 202 human atherosclerotic plaque specimens revealed a significant positive correlation between the expression of *PDGFB* and *TREM2* mRNA (Figure 7F).

### 4D9 increases PDGFB expression via a Syk/AKT/β-catenin–dependent pathway.

Next, we sought to understand how 4D9 treatment in macrophage induces PDGFB expression. We observed a significant increase in PDGFB levels in control and *Jak2^VF^* BMDMs treated with 4D9 (Supplemental Figure 6A), demonstrating a cell-autonomous effect. 4D9 treatment increased *Pdgfb* mRNA levels in a time-dependent fashion (Supplemental Figure 6B). Moreover, *Pdgfb* mRNA expression was markedly reduced in *Trem2*-KO macrophages, and, as expected, we found no effect of 4D9 treatment in these cells (Supplemental Figure 6B), showing specificity.

4D9 has been shown to activate Syk/AKT downstream of TREM2 (56). 4D9 increased phosphorylated Syk (p-Syk) and p-AKT in both control and *Jak2^VF^* BMDMs (Supplemental Figure 6C). Previous studies have shown that AKT-mediated β-catenin phosphorylation may increase the transcriptional activity of AKT and promote the expression and production of PDGFB in endothelial cells (64). To test this, we treated BMDMs with IgG or 4D9 and found that 4D9 treatment increased β-catenin phosphorylation (Supplemental Figure 6D), in association with a rise in nuclear β-catenin (Supplemental Figure 6E).

To further assess the function of Syk/AKT/β-catenin signaling in the regulation of *Pdgfb* expression in macrophages, we used a selective Syk inhibitor, fostamatinib (65). Pretreatment of BMDMs with fostamatinib abolished increased β-catenin phosphorylation by 4D9 (Supplemental Figure 6F), in parallel with a reversal of 4D9-mediated upregulation of Syk and AKT phosphorylation (Supplemental Figure 6F). Fostamatinib also abolished the increase in nuclear β-catenin levels after 4D9 treatment (Supplemental Figure 6G). In parallel, 4D9-induced upregulation of *Pdgfb* mRNA and protein in BMDMs was reversed by fostamatinib (Supplemental Figure 6, H and I), demonstrating the key role of the Syk signaling pathway in mediating *Pdgfb* upregulation by 4D9.

## Discussion

Our study shows a major role of IL-1–mediated crosstalk from a small number of mutant *Jak2^VF^* macrophages to WT macrophages and neutrophils in the promotion of atherosclerosis and features of plaque destabilization. These changes were mechanistically linked to increased cleavage of macrophage MERTK and TREM2 downstream of elevated IL-1 signaling. Therapeutic approaches to stabilize these receptors and increase their signaling resulted in markedly improved plaque stability, especially in the context of CH. While the noncleavable form of MERTK predominantly reduced necrotic cores, TREM2 activation produced a major effect on the fibrous cap area in both control and LAB mice. We discovered that macrophage PDGFB expression was strongly induced by TREM2 activation and that a macrophage PDGFB/fibroblast PDGFRA pathway may promote the accumulation of fibroblast-like cells in the fibrous cap. Thus, PDGFB signaling that has traditionally been assigned a pro-atherogenic role, in these circumstances may promote plaque stabilization.

The significant effect of clonal hematopoiesis on atherosclerosis in humans and in mouse models has suggested the possibility that inflammatory crosstalk from mutant to WT cells might be involved in the promotion of atherosclerosis. Studies from our and other laboratories have indicated a role of inflammasomes and IL-1β in promoting atherosclerosis in *Jak2^VF^* and *Tet2* CH mouse models, suggesting that IL-1 signaling might have a key role in mediating inflammatory crosstalk (34, 66). This hypothesis was directly supported in the present study, in which a small burden of mutant *Jak2^VF^* cells (1.5%) with only modest expansion in blood and plaques induced prominent atherosclerosis, with reversal of increased lesion and necrotic core areas and fibrous cap thinning by deficiency of the IL-1 receptor in WT cells. A notable finding was the complete loss of NETs due to IL-1R1 deficiency, correlating with a disappearance of cleaved gasdermin D in MPO^+^ cells in the NET staining region of plaques and consistent with the role of neutrophil gasdermin D in the formation of NETs (67). Together with earlier studies (49, 68), our findings provide in vivo evidence that IL-1 secreted by macrophages may induce NETosis via inflammasome activation and pyroptosis of neutrophils (49). While we focused on IL-1, it is possible that other inflammatory factors are involved in crosstalk. For example, Cobo et al. (69) have implicated inflammatory crosstalk mediated by type 1 IFNs in the promotion of CVD in both *TET2* and *DNMT3A* CH. The possibility that DNA damage responses underlie both inflammasome activation and the type 1 IFN response in CH warrants further investigation.

Phagocytic receptors such as MERTK and TREM2 are thought to have an important role in the resolution of inflammatory processes in atherosclerosis. MERTK has been well investigated and shown to promote efferocytosis and increase fibrous cap formation in advanced atherosclerosis (27). These effects have been linked to increased expression of TGF-β that occurs during efferocytosis. Our studies using *Mertk^CR^* mice have provided a mechanistic link between inflammasome activation, IL-1 release, and MERTK cleavage. Studies in BMDMs revealed that IL-1β reduces MERTK levels via activation of p38 map kinase and ADAM17. A similar mechanism has been implicated in the cleavage of TREM2 downstream of IL-1 signaling in NASH (70). These findings suggest a common mechanism to link inflammasome activation to cleavage of MERTK and TREM2 but with distinct outcomes for each receptor. Accordingly, our in vivo studies showed a more significant effect of *Mertk^CR^* on the necrotic core in LAB *Jak2^VF^* mice than in controls, correlating with higher levels of inflammasome activation and NETosis. Unexpectedly, increased NETs in LAB mice were largely reversed by *Mertk^CR^*, suggesting an unexplored role of MERTK in the clearance or formation of NETs. Interestingly, macrophages can phagocytose NETs in an immunologically silent fashion (71), and our data suggest this could depend on MERTK. Since NETosis has been strongly linked to necrotic core formation in mice and humans (72), reduced NETs may also contribute to a reduced necrotic core in LAB mice with IL-1R deficiency or *Mertk^CR^*.

The TREM2 receptor promotes mitochondrial metabolism and proliferation of microglia (73, 74). Targeting TREM2 has emerged as a therapeutic approach to the treatment of Alzheimer’s disease (74, 75). Although TREM2 has been characterized as an efferocytotic receptor (76) compared with *Mertk^CR^*, we found distinct effects of TREM2-activating antibodies in atherosclerotic plaques, with a marked increase in fibrous cap formation and no significant effect on necrotic core formation. Mechanistic studies indicated a key role of TREM2 expression and signaling to increase macrophage *Pdgfb* expression, which could contribute to increased fibrous cap formation in 4D9-treated mice (32). However, the lack of effect of 4D9 on the necrotic core area and MERTK levels suggests that the signaling downstream of *Trem2* via the Syk/AKT/β-catenin pathway that increases *Pdgfb* may be more important in determining plaque features than the potential effects of *Trem2* on liver X receptor (LXR) activation and *Mertk* expression (32).

Traditionally, PDGF was thought to promote atherosclerosis by increasing SMC migration into the intima in injury models and by increasing SMCs and extracellular matrix in atherosclerotic plaques (77). Increased PDGF signaling via SMC *Pdgfrb* in *Lrp1*-KO mice increased aortic atherosclerosis (78), and loss-of-function PDGFD variants are associated with a reduced risk of myocardial infarction (79). Contemporary studies have emphasized the importance of fibrous cap formation in preventing plaque rupture (80, 81), and there may be different outcomes for different PDGF isoforms and receptors. Deletion of *Pdgfb* in hematopoietic chimeras in *Apoe^–/–^* mice markedly delayed fibrous cap formation without reducing the lesion area (82), an antibody against PDGFB reduced SMCs in the intima and cap region (83), and deletion of *Pdgfrb* in SMCs reduced fibromyocytes in plaques and decreased cap thickness (84). Consistent with these studies, our findings using 4D9 show that increased PDGFB in Trem2^Hi^ macrophages associated with increased fibrous cap thickness and increased staining for SMCs and fibroblasts. Our study suggesting that the mechanism of increased fibrous cap formation may involve recruitment of PDGFRα-positive fibroblasts to the fibrous cap is consistent with other recent studies showing that inhibition of IL-1β in *Jak2^VF^* and *Tet2* CH promotes the accumulation of fibroblast-like cells in plaques (62). *Pdgfra* was found to be highly expressed in fibrogenic fibroblast populations that were induced by IL-1β antibodies in both *Jak2^VF^* and *Tet2* CH mice (62). Together, these studies suggest that a signaling axis involving *Pdgfb* in macrophages and fibroblast *Pdgfra* could be important in promoting fibroblast proliferation and migration into the fibrous cap.

A recent study has indicated that TREM2 deficiency promoted necrotic core formation, whereas agonistic TREM antibody 4D9 reduced necrotic formation in early atherosclerotic lesions, but did not report the results of the effect of 4D9 on fibrous cap formation (47). However, necrotic core formation in advanced lesions was unaffected by TREM2 deficiency (47), which is consistent with our finding that TREM2 activation did not significantly improve the necrotic core area after 16 weeks on a WD (47). Van Lengerich et al. reported that a different mAb (AL002a) against the extracellular domain of TREM2 produced a marked increase in fibrous cap and collagen content and a decrease in the necrotic core area of atherosclerotic lesions in high-fat-diet–fed *Ldlr^–/–^* mice (85). While there was an increase in Oil Red O staining of lesions (85), we found no increase in lesion area in the H&E-stained sections of paraffin-embedded lesions. The increased staining with a lipophilic dye could be consistent with accumulation of noninflammatory, TREM2^Hi^ foamy macrophages. A key difference between our studies and these earlier reports is that we assessed the effect of 4D9 in the setting of exaggerated plaque inflammation and reduced TREM2 expression. Although the directionality of 4D9 effects was similar in control mice and LAB mice, the effect appeared to be greater in the LAB mice. This is consistent with the greater role of inflammasome activation and IL-1β secretion in plaque instability features in CH mice compared with control *Ldlr^–/–^* mice (86). Overall, the findings from our and other groups suggest a potential therapeutic benefit of TREM2-agonizing antibodies by stabilization of atherosclerotic plaques.

Our studies in human carotid plaques showed a strong correlation between *PDGFB* mRNA levels and *TREM2* levels and colocalization in macrophages, suggesting human relevance of the findings in mice. Although the clinical significance of LAB CH in atherosclerosis needs to be further clarified, inflammasome activation is prominent in TET2, JAK2^VF^, and probably ASXL1 CH (50, 66, 87), suggesting that common underlying mechanisms may support inflammatory crosstalk. This supports the concept of therapeutic approaches that target inflammasomes and their effectors and downstream targets, using precision approaches in individuals with clonal hematopoiesis.

## Methods

### Sex as a biological variable.

We focused exclusively on female mice because they are more prone to developing advanced atherosclerotic lesions. This characteristic made them particularly suitable for evaluating the experimental outcomes (necrotic core and fibrosis cap) in our studies. Prior studies have shown similar features of plaque instability in male and female *Jak2^VF^* CH mice (62).

### Mice.

WT C57BL/6J (strain no. 000664), GFP (C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ (strain no. 006567)), *Ldlr^–/–^* (strain no. 002207), and *Il1r1^–/–^* (strain no. 003245) mice were purchased from The Jackson Laboratory. *Jak2^V617F^* (*Jak2^VF^*) mice were generated and described previously (88). *Mertk*^CR^ mice were originally generated by Bishuang Cai (Icahn School of Medicine at Mount Sinai, New York, New York, USA) and Ira Tabas (Columbia University, New York, New York, USA) (52). *Ldlr^–/–^* recipient mice were fed a WD (Harlan Teklad, TD88137) for the indicated period. In the cohort treated with the TREM2-activating antibody (4D9), isotype control IgG (DC1887) and 4D9 (DC1847) mouse antibodies were injected i.p. into the mice at 10 mg/kg per week for 14 weeks. All mice were housed under a 12-hour light/12-hour dark cycle and pathogen-free conditions.

### BMT and antibody administration.

Before transplantation, 8- to 10-week-old Mx1-Cre *Jak2^VF^* and littermate control Mx1-Cre mice were i.p. injected with polyinosinic polycytidilic acid (pIpC) (250 μg/mouse) every other day for a total of 3 injections. Two weeks after administration of the last dose of pIpC, whole BM cells were isolated from the femur, hip, and tibia by centrifugation at 8,000*g* for 1 minute. Female recipient *Ldlr^–/–^* mice, aged 8–12 weeks, were lethally irradiated once with 10.5 Gy from a caesium gamma source. Within 24 hours of irradiation, BM was collected from the 6- to 10-week-old donor mice of the indicated genotypes, and the total number of BM cells was quantified. Irradiated mice were randomized to treatment groups and then received 6 million BM cells each by i.v. injection.

### BMDMs.

BM cells from 8- to 16-week-old mice were cultured in DMEM supplemented with 10% heat-inactivated FBS, 100 mg/mL streptomycin, 10 U/mL penicillin, and 20% L-929 fibroblast culture media for 5 days to induce macrophage differentiation as previously described (89).

### Atherosclerosis lesion analysis and metabolic profiling.

The aortic root from the heart was embedded in paraffin and then serially sectioned. Six sections per mouse were stained with H&E for total lesion and necrotic core area quantification. Smooth muscle fiber and collagen content staining was done using Masson’s Trichrome Staining kit (MilliporeSigma, HT15) following the manufacturer’s instructions. Total plasma cholesterol and triglyceride levels were measured using kits from Wako Diagnostics.

### Complete blood count.

Complete blood counts were performed using whole blood collected from facial vein bleeding in an EDTA-coated tube and then analyzed with the FORCYTE Veterinary Hematology Analyzer (Oxford Science).

### Immunofluorescence staining and fluorescence intensity quantification.

Paraffin-embedded slides were deparaffinized and rehydrated in Trilogy (Cell MARQUE, 920P-09). The antibodies used for staining included the following: anti–Mac-2 (Cedarlane, CL8942AP, 1:10,000); GFP (Abcam, ab13970, 1:500); MERTK (R&D Systems, BAF591, 1:200); anti–IL-1β (Abcam, ab9722 1:200); anti-TREM2 (Denali, 4D9 DC1847 or Proteintech 27599-1-AP, 1:100); anti-H3cit (Abcam, ab5103, 1:100); anti–cleaved gasdermin D (Cell Signaling Technology, 10137S, 1:100); anti-GSDMD (Santa Cruz Biotechnology, sc-393581AF647); anti-MPO (R&D Systems, BAF3667, 1:30); anti-decorin (Abcam, ab277636, 1:100); anti–α-SMA (MilliporeSigma, C6198 1:300); anti-PDGFB (Abcam, ab23914, 1:100); anti-PDGFRα (R&D Systems, AF1062, 1:100); and anti–TGF-β1 (Abcam, ab215715, 1:100). The sections were incubated with primary antibodies overnight at 4°C and then incubated with secondary antibodies for 30 minutes. Sections were mounted using DAPI and imaged using a Leica DMI6000B microscope. For TUNEL staining, a Roche In Situ Cell Death Detection Kit (MilliporeSigma) was used according to the manufacturer’s instructions. In all immunofluorescence staining, an isotype-matched normal IgG was used as the negative control. The fluorescence intensity of proteins of interest was quantified using ImageJ (NIH) according to the following steps: (a) open the immunofluorescence image in ImageJ; (b) convert the image to grayscale by selecting Image > Type > 8-bit; (c) adjust the threshold to isolate the stained areas from the background and isotype control staining by navigating to Image > Adjust > Threshold and using the slider to set the appropriate threshold levels; (d) apply the threshold to generate a binary image where the staining is highlighted; and (e) select the region of interest using the selection tools and then use Analyze > Measure to obtain the integrated intensity. MFI was calculated by dividing the integrated density (IntDen) by the area of the lesion (the Mac2^+^ macrophage in the aortic root cross sections) (mean = IntDen/area).

### Flow cytometry.

Flow cytometry was used to characterize PBMC profiles and BMDMs. For the PBMC profiles and BMDMs, lysed WBCs or BMDMs were labeled with APC/Cy7 LIVE/DEAD (Invitrogen, Thermo Fisher Scientific, MP34955) and anti-CD45 (BioLegend, 103128, 1:200), anti-CD11b (BioLegend, 101216, 1:200), anti–Gr-1 (BioLegend, 108445, 1:200), anti-CD115 (BioLegend,134410, 1:100), anti-TREM2 (R&D Systems, FAB17291A, 1:100), and anti-MERTK (Thermo Fisher Scientific, 12-5751-82, 1:100). Flow cytometry was performed using the LSRCanto or LSR II (BD), and data were analyzed with FlowJo software (BD). Isotype-matched normal IgG was used as the control in each flow cytometry assay.

### Immunoblotting.

BMDMs were lysed in RIPA buffer containing protease phosphatase inhibitors on ice for 10 minutes and then centrifuged at 14,000*g* for 5 minutes to generate protein lysates. Nuclear protein lysates were extracted using a kit from Abcam (ab113474). The protein concentration was determined by BCA assays and then mixed with 4X Laemmli sample buffer and heated at 95°C for 5 minutes. Protein was separated by 4%–20% gradient SDS-PAGE and transferred onto nitrocellulose membranes. Then, the membranes were blocked with 5% nonfat milk in TBST and immunostained with the primary antibodies anti–p-Syk (Cell Signaling Technology, 2710s, 1:1,000), anti-Syk (Cell Signaling Technology, 13198, 1:1,000), anti–p-AKT (Cell Signaling Technology, 4060s, 1:1,000), anti-AKT (Cell Signaling Technology, 4685, 1:1,000), anti–cleaved gasdermin D (Cell Signaling Technology, 10137S, 1:1,000), anti–p–β-catenin (Cell Signaling Technology, 5651, 1:1,000), anti–β-catenin (Cell Signaling Technology, 8480S, 1:1,000), anti-PDGFB (Abcam, ab23914,1:1,000), anti–histone H3 (Cell Signaling Technology, 4499, 1:1,000), anti-MERTK (R&D Systems, AF591, 1:1,000), and β-actin (Cell Signaling Technology, 4970s, 1:5,000) at 4°C overnight and detected using HRP-conjugated secondary antibodies.

### Human atherosclerotic cells analysis.

Bulk and scRNA-Seq was performed as described previously (90). Briefly, total RNA from tissue biopsies obtained from patients undergoing carotid endarterectomy was used to generate libraries that were sequenced on the Illumina NovaSeq platform (NovaSeq6000, Illumina), using the TruSeq stranded total RNA kit and TruSeq stranded mRNA kit (Illumina). Raw data (raw reads) in the FASTQ format were aligned, and quality control (QC) and differential gene expression (DEG) analyses were performed by FiosGenomics (Edinburgh). To correlate the gene expression of PDGFB and TREM2, Pearson’s correlation analysis was performed on 202 patients’ samples. The pipeline was implemented using Python 3.9 and the Scipy 1.12.0 library.

scRNA-Seq. Human atherosclerotic tissue was minced and digested using the Multi Tissue Dissociation Kit 2 (Miltenyi Biotec, 130-110-203), the GentleMACS Dissociator (Miltenyi Biotec, 130-093-235), GentleMACS C tubes (Miltenyi Biotec, 130-096-334), and the 37 C_Multi_G program, all according to the manufacturer’s instructions. The cell suspension was strained (70 μm, 40 μm), and a Dead Cell Removal kit (Miltenyi Biotec, 130-090-101) with MS Columns (Miltenyi Biotec,130-042-201) were used. Cells were resuspended in PBS plus 0.04% BSA.

Single-cell capture and library preparation were performed according to the manufacturer’s instructions (10X Genomics, CG000204 Rev D). Libraries from individual samples were multiplexed into 1 lane before sequencing on an Illumina NovaSeq 6000 instrument. Data were aligned and preprocessed and deposited in the Gene Expression Omnibus (GEO) database (GEO GSE247238).

Data preprocessing of scRNA-Seq data on 18 patients’ samples (all but CAR1_Seq1) was conducted using Python 3.9 and the ScanPy 1.9.6 library, in which mitochondrial and ribosomal RNAs were filtered out, focusing exclusively on highly variable genes. For clustering cell populations, the Leiden algorithm was applied.

### scRNA-Seq analysis.

FASTQ files of the multiplexed scRNA-Seq data for the aortic cells were processed with Cell Ranger, version 6.1.2. 

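The hashtag counts showed 1 main tag in each aortic library, and cells were not parted by mouse here. The tag with the most counts was HTO2 in 3125 barcodes of the IgG library and HTO3 in 2995 barcodes of the 4D9 library. In the remaining barcodes, 70 of the IgG library (2.19%) and 354 of the 4D9 library (10.6%), it was HTO4. What HTO4 marks in these libraries is not given in the sources used here, and cells with it on top were kept. The main tag was counted less deeply in the 4D9 library, with a median of 29 counts per barcode against 64 in the IgG library, while the median of HTO4 was 10 in the 4D9 library and 11 in the IgG library.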

The mm10-2020-A reference transcriptome (GENCODE vM23/Ensembl98) was used to align the sequencing reads, and cells were assigned to their respective samples of origin using 4 unique hashtag oligonucleotides (HTOs). Seurat 4.3.0 (91) in R software, version 4.1.0, was then utilized to analyze the unique molecular identifier (UMI) count matrix for each sample. Cells expressing fewer than 200 genes and containing more than 10% mitochondrial genes, as well as genes expressed in fewer than 10 cells, were excluded. For each sample, additional preprocessing steps were carried out according to sequencing depth, with the criteria detailed below. In each dataset, gene counts were normalized to the total number of genes per cell and were then scaled by a factor of 10,000 and subjected to a natural log transformation. The top 1,000 variable genes were selected from each single-cell sample. The 4 datasets were then integrated separately for aortic cells, utilizing the top 2,000 highly variable genes identified across the datasets and 20 dimensions of integration anchors. In the examination of aortic scRNA-Seq data, the first 15 principal components (PCs) and the 20 nearest neighbors were used to develop the shared nearest neighbor (SNN) graph. A resolution setting of 0.5 was then used through Louvain clustering to categorize the various cell types. Differential gene expression (DEG) analysis was performed through the Wilcoxon rank-sum test to identify the most significantly expressed genes by contrasting 1 cluster against all others. Genes that were expressed in over 25% of cells, exhibited a minimum fold change of 1.5, and achieved a Bonferroni corrected *P* value of less than 0.05 were classified as differentially expressed for each cell type.

### Ligand-receptor interaction analysis of scRNA-Seq data.

A ligand-receptor interaction analysis was performed using CellPhoneDB, version 5.0.0 (92), in Python, version 3.8. The mouse gene symbols were converted to human gene symbols using biomaRt, version 2.48.3 (93), in R, excluding any mouse genes lacking their corresponding human orthologs. Ligand-receptor interactions were detected through the analysis of ligand and receptor expression in macrophages, SMCs, and fibroblasts. Macrophages were compared with SMCs or fibroblasts to identify potential interactions with the TGF-β family (*Tgfb1*, *Tgfb2*, *Tgfb3*) or PDGF subunit B (*Pdgfb*). The mean expression levels of ligands and receptors in the interacting populations were determined by permuting the population labels of all cells 1,000 times. Ligands and receptors were considered in the analysis if they were expressed in more than 10% of the cells of the corresponding cell type. Dot plots of ligand-receptor interactions were generated using ktplots, version 2.1.0 (92), in R.

### Preprocessing parameters for mouse aortic cell scRNA-Seq data.

Genes expressed in fewer than 10 cells and cells expressing fewer than 200 genes were excluded for data QC purposes. In the LAB *Jak2^VF^* plus IgG aortic cells sample, the maximum number of UMIs was 15,000, and the maximum number of genes was 2,500. This sample contains 13,373 genes and 2,898 cells. 

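SMC-like cells gave most of the RNA of the IgG library, with 9645449 UMIs, against 892942 from fibroblast-like and 679464 from macrophage-like cells. The authors' filters applied to the deposited counts left 13373 genes and 2899 cells. Of the barcodes, 1 had fewer than 200 genes, and 29 of the others had over 10% mitochondrial UMIs. Among those left, 266 had over 2500 genes and 6 had over 15000 UMIs. Without the upper limits on genes and UMIs, 3165 cells were left.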

In the *Jak2^VF^* plus 4D9 sample, the maximum number of UMIs was also 15,000, and the maximum number of genes was 2,500. This sample contained 13,171 genes and 3,075 cells. 

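In the 4D9 library 10499074 UMIs came from SMC-like cells, 1023530 from fibroblast-like cells and 449369 from macrophage-like cells. The filters left 13171 genes and 3075 cells. Of its barcodes, 1 had too few genes, and 46 of the others had too high a mitochondrial share. Among those left, 227 had too many genes and 2 had too many UMIs. Without the upper limits, 3302 cells were left.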

Ten percent of the reads were mitochondrial in both samples.

### Real-time qPCR.

After treatment, the cells were washed with PBS. RNA was extracted from samples using the RNeasy Mini kit (QIAGEN, 74106). The RNA concentration was assessed with the Thermo Scientific NanoDrop spectrophotometer. cDNA was synthesized, qPCR was performed using the Real-Time PCR system (Applied Biosystem) and SYBR Green Master Mix. Primers were purchased from Integrated DNA Technologies. The primer sequences for qPCR were as follows: *Tgfb1*, forward, CTCCCGTGGCTTCTAGTGC, reverse, GCCTTAGTTTGGACAGGATCTG; *Tgfb2*, forward, CTTCGACGTGACAGACGCT, reverse, GCAGGGGCAGTGTAAACTTATT; *Tgfb3*, forward, CCTGGCCCTGCTGAACTTG, reverse TTGATGTGGCCG-AAGTCCAAC; *Fgf12*, forward, CTCGGGGTGTTCAGCAAAGT, reverse, TTTCGTCCTTGGTCCCATCAA; *PAI-1*, TTCAGCCCTTGCTTGCCTC, reverse, ACACTTTTACTCCGAAGTCGGT; *Pdgfb*, forward, CATCCGCTCCTTTGATGATCTT, reverse, GTGCTCGGGTCATGTTCAAGT; *Ltbp1*, forward, CGAGCATCTGTAAAGTGACCTG, reverse, CGTGCTGGTAAAGTTTGGGC; *Mmp7*, forward, CTGCCACTGTCCCAGGAAG, reverse, GGGAGAGTTTTCCAGTCATGG; *Ltbp2*, forward, AACAGCACCAACCACTGTATC, reverse, CCTGGCATTCTGAGGGTCAAA; *Mmp9*, forward, CTGGACAGCCAGACACTAAAG, reverse, CTCGCGGCAAGTCTTCAGAG; *Ltbp3*, forward, CTTGCCCCACAAGGAGAGTC, reverse, CACTTCTGCCGAGATTTGTCC; *Timp1*, forward, GCAACTCGGACCTGGTCATAA, reverse, CGGCCCGTGATGAGAAACT; *Ltbp4*, forward, CTGCGTCTCCAACGAGAGC, reverse, TCTGGGGGCAGTGTAGAGC; *Timp2*, forward, TCAGAGCCAAAGCAGTGAGC, reverse, GCCGTGTAGATAAACTCGATGTC.

### Statistics.

Data that passed the normality test were analyzed using a 2-tailed Student’s *t* test for 2 groups; 1-way ANOVA with Tukey’s post hoc analysis for more than 2 groups; or 2-way ANOVA with Šidák’s post hoc analysis for 2 factors. Data that were not normally distributed were analyzed using the nonparametric Mann-Whitney *U* test, or, for more than 2 groups, by Kruskal-Wallis test with post hoc analysis using the Dunn test. Outliers were removed using Grubb’s test (Prism). A *P* value of less than 0.05 was considered significant. Statistical analyses were conducted and analyzed using GraphPad Prism (GraphPad Software).

### Study approval.

Human carotid artery samples were collected within the Munich Vascular Biobank, upon patients’ informed consent, as described previously (94). Use of the Biobank data was approved by the local hospital ethics committee (2799/10, Ethics Committee of the Faculty for Medicine at the Technical University of Munich, Munich, Germany) and was in accordance with the Declaration of Helsinki (90). All protocols were approved by the IACUC of Columbia University.

### Data availability.

Values for all data points associated with the manuscript and supplemental results are provided in the Supporting Data Values file. The scRNA-Seq data from mice have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE280703). Additional information and detailed methods are available upon request to the corresponding authors.

## Author contributions

WL designed and performed experiments, analyzed data, and wrote the manuscript. BH designed and performed the experiments and edited the manuscript. EK designed and conducted the scRNA-Seq analysis. JP, JLW, and LM conducted studies of human carotid arteries and analysis. MY, CCH, and TX performed the experiments and edited the manuscript. KS and CH generated and provided IgG and 4D9 antibodies, designed the experiments, and edited the manuscript. MPR, IT, and NW shared the reagents, designed experiments, and provided scientific feedback about the manuscript. ART designed experiments, wrote the manuscript, and supervised and directed the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
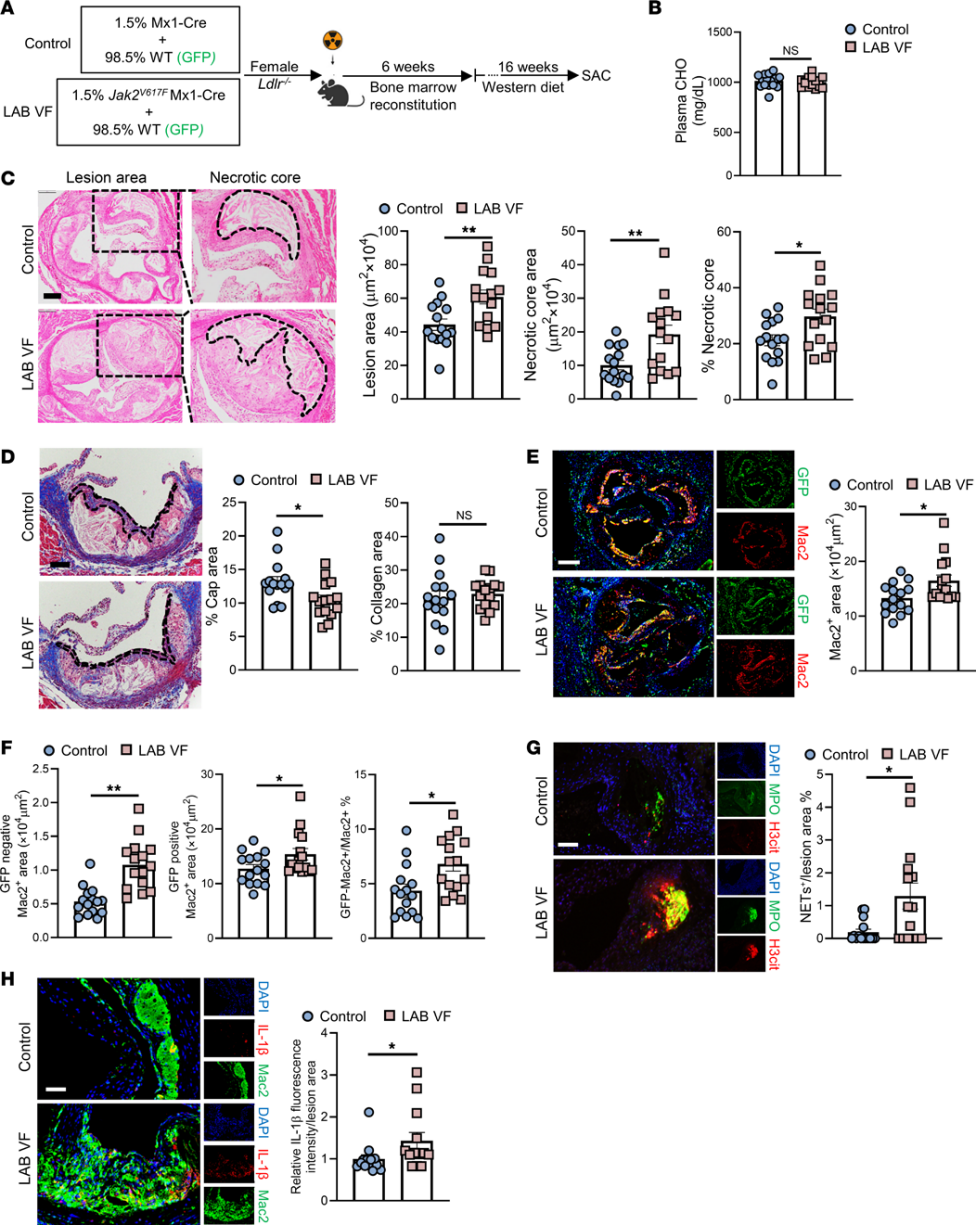
Accelerated atherogenesis and plaque instability in LAB *Jak2^VF^* CH mice. (**A**) Experimental design. (**B**) Plasma cholesterol (CHO) levels. (**C**) Representative H&E staining and quantification of the lesion and necrotic core areas in aortic root sections. Necrotic core regions are indicated by dotted lines. Scale bar: 200 μm. Original magnification, ×100. (**D**) Aortic root sections were stained with Masson’s trichrome for the fibrous cap (outlined by dashed lines) and collagen content area and then quantified as the ratio of the total lesion area. Scale bar: 100 μm. (**E** and **F**) Representative immunofluorescence staining of macrophages (anti-Mac2) and GFP and quantification of the absolute Mac2^+^ area, the GFP^–^Mac2^+^ (Mx1-Cre or *Jak2^VF^* macrophages) area, and the GFP^+^Mac2^+^ area (WT macrophages), as well as the GFP^–^Mac2^+^ area as the percentage of the total Mac2^+^ area in aortic root sections. Scale bar: 250 μm. Original magnification, ×50. (**G**) Representative immunofluorescence staining for H3cit and MPO and quantification of the double-positive area (NETosis) as a percentage of the lesion area. Scale bar: 200 μm. Original magnification, ×200. (**H**) Representative immunofluorescence staining for IL-1β and anti-Mac2 (macrophages) and quantification of the fluorescence intensity of IL-1β were performed and normalized to the lesion area. Scale bar: 50 μm. Original magnification, ×100. Data are presented as the mean ± SEM. *n* = 15 (**B**–**G**), *n* = 13 (**H**). *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 2:**
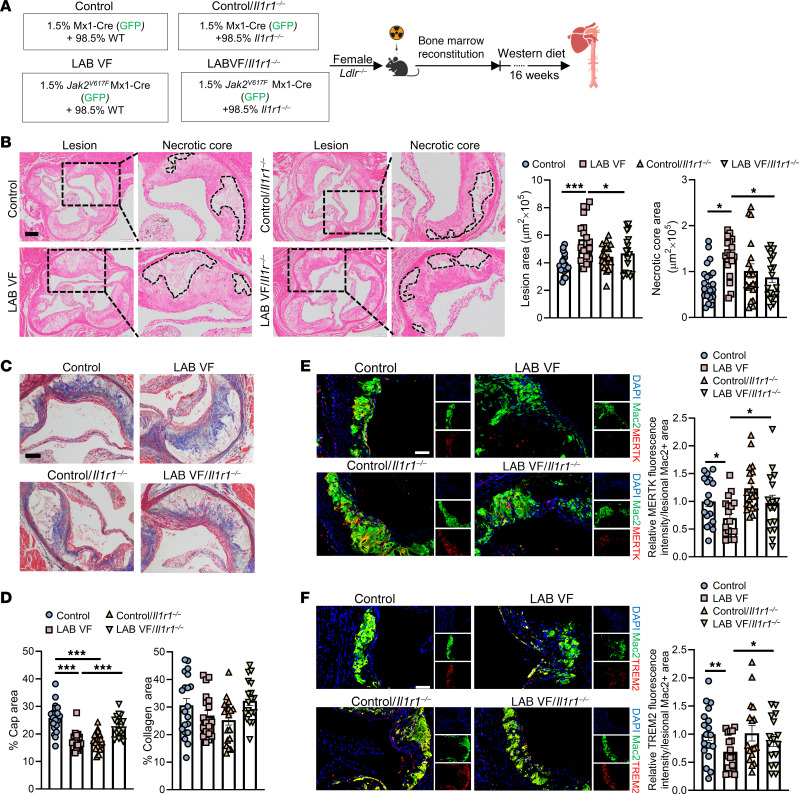
Accelerated atherogenesis in LAB mice is reversed by IL-1R1 deficiency in non-*Jak2^VF^* cells. (**A**) Experimental design. (**B**) Representative H&E staining and quantification of the lesion and necrotic core areas in aortic root sections. Necrotic core regions are indicated by dashed lines. Scale bar: 200 μm. Original magnification, ×100. (**C** and **D**) Aortic root sections were stained with Masson’s trichrome for the fibrous cap and collagen content area and quantified as the ratio of total lesion area. Scale bar: 100 μm. Original magnification, ×200. (**E** and **F**) Representative immunofluorescence staining for MERTK (**E**) or TREM2 (**F**) and anti-Mac2 (macrophages). The fluorescence intensity of MERTK (**E**) and TREM2 (**F**) was quantified and normalized by the lesional macrophage area. Scale bars: 50 μm. Original magnification, ×200. Data are presented as the mean ± SEM. *n* = 20 (control), *n* = 19 (LAB VF), *n* = 19 (control/*II1r^–/–^*), *n* = 18 (LAB VF/*II1r^–/–^*) (**B** and **D**); *n* = 18 (control), *n* = 18 (LAB VF), *n* = 19 (control/*II1r^–/–^*), *n* = 16 (LAB VF/*II1r^–/–^*) (**E**); *n* = 18 (control), *n* = 17 (LAB VF),*n* = 17 ( control/*II1r^–/–^*), *n* = 16 (LAB VF/*II1r^–/–^*) (**F**). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA.

**Figure 3:**
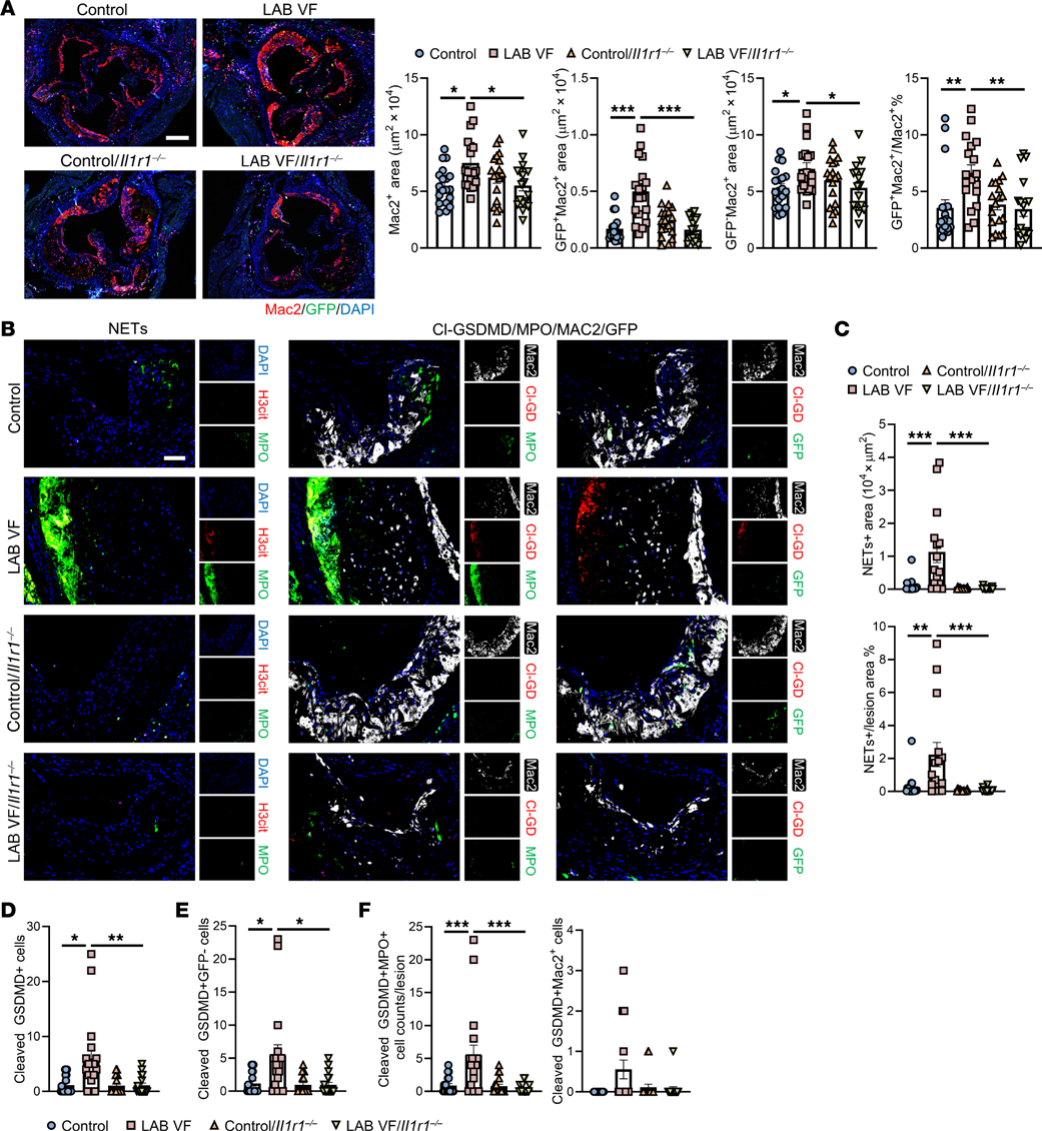
Increased macrophage infiltration, NETosis, and neutrophil inflammasome activation in lesions of LAB mice, all of which are reversed by IL-1R deficiency in non-*Jak2^VF^* cells. (**A**) Representative immunofluorescence staining for anti-Mac2 (macrophages) and GFP, and quantification of the absolute Mac2^+^ area, GFP^+^Mac2^+^ (Mx1-Cre or *Jak2^VF^* macrophages) area, GFP^–^Mac2^+^ area, and GFP^+^Mac2^+^ area as the percentage of the total Mac2^+^ area in aortic root sections. Scale bar: 250 μm. Original magnification, ×50. (**B**) Representative immunofluorescence staining for H3cit and MPO (NETosis), cleaved gasdermin D, anti-MPO (neutrophils), anti-Mac2 (macrophages), and GFP in the lesions. Scale bar: 100 μm. Original magnification, ×50. (**C**) Quantification of absolute area of NETosis^+^ area and as the percentage of the lesion area. (**D**) Quantification of cleaved GSDMD^+^ cell counts in the aortic root lesions. (**E**) Quantification of cleaved-GSDMD^+^GFP^–^ cell counts in the aortic root lesions. (**F**) Quantification of cleaved-GSDMD^+^MPO^+^ or Mac2^+^ cell counts in the aortic root lesions. Data are presented as the mean ± SEM. *n* = 19 (control), *n* = 18 (LAB VF), *n*=18 (control/*II1r^–/–^*), *n* = 17 (LAB VF/*II1r^–/–^*) (**A**); *n* = 18 (control), *n* = 15 (LAB VF), *n* = 16 (control/*II1r^–/–^*), *n* = 17 (LAB VF/*II1r^–/–^*) (**C**); *n* = 18 (control), *n* = 18 (LAB VF), *n* = 18 (control/*II1r^–/–^*), *n* = 16 (LAB VF/*II1r^–/–^*) (**D** and **E**); *n* = 18 mice per group (**F**). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA.

**Figure 4:**
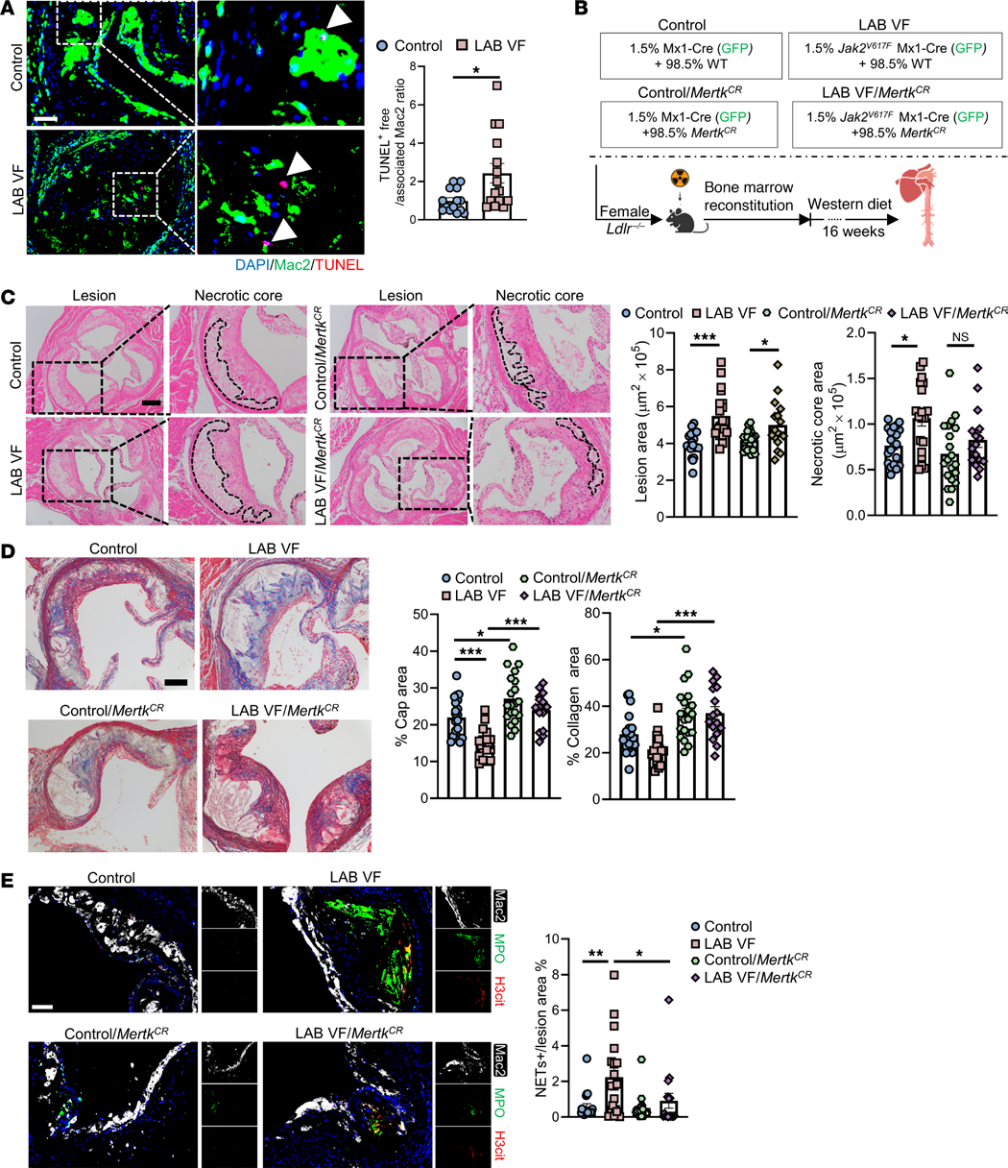
Presence of *Mertk^CR^* cells alleviates plaque necrosis in LAB mice. (**A**) Staining of macrophages, TUNEL and quantification of efferocytosis (ratio of TUNEL^+^-free cells to macrophage-associated TUNEL^+^ cells) in aortic root sections. Arrowheads show TUNEL^+^ cells. Scale bar: 50 μm. Original magnification, ×200 (enlarged insets). (**B**) Experimental design. (**C**) Representative H&E staining and quantification of the lesion area and necrotic core area in aortic root sections. Necrotic core regions are indicated by dashed lines. Scale bar: 200 μm. Original magnification, ×100 (enlarged insets). (**D**) Aortic root sections were stained with Masson’s trichrome for the fibrous cap and collagen content area and quantified as the ratio of the total lesion area. Scale bar: 100 μm. Original magnification, ×200 (enlarged insets). (**E**) Representative immunofluorescence staining for H3cit, MPO (NETosis), and Mac2 and quantification of the ratio of the double-positive area (NETs) area to the lesion area. Scale bar: 50 μm. Original magnification, ×200. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA. Data are presented as mean ± SEM. *n* =14 (control), *n* = 15 (LAB VF) (**A**); *n* = 20 (control), *n* = 19 (LAB VF), *n* = 20 (control/*Mertk^CR^*), *n* = 16 (LAB VF/*Mertk^CR^*) (**C** and **D**); *n* = 20 (control), *n* = 19 (LAB VF), *n* = 19 (control/*Mertk^CR^*), *n* = 16 (LAB VF/*Mertk^CR^*) (**E**). *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**A**) or 2-way ANOVA (**C** and **E**).

**Figure 5:**
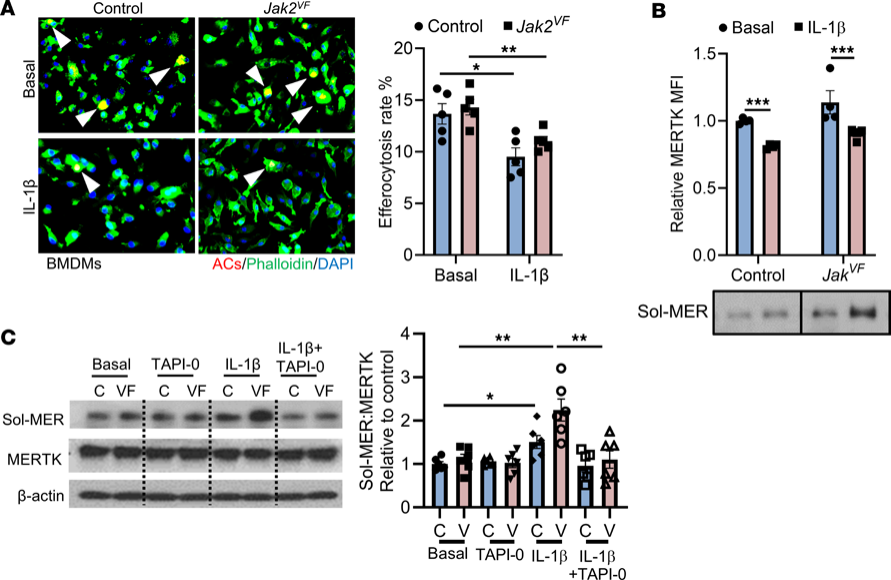
IL-1β promotes MERTK cleavage through activation of P38/ADAM17 signaling. (**A**) BMDMs from Mx1-Cre (control) and *Jak2^VF^* mice were pretreated or not with IL-1β (25 ng/mL) for 6 hours and then incubated with PKH26-labeled ACs (red) for 45 minutes at a 5:1 AC/macrophage ratio. Phalloidin (green) was used to label F-actin in cells. Bar graph shows quantification of the efferocytosis of macrophages (arrowheads) relative to the percentage of total macrophages. *n* = 5 independent experiments. (**B**) BMDMs from Mx1-Cre (control [C]) and *Jak2^VF^* (VF) mice were treated with or not with IL-1β (25 ng/mL) for 6 hours, followed by assays for cell-surface MERTK by flow cytometry and soluble MERTK (Sol-MER) levels in culture media by Western blotting (the lanes were run on the same gel but were noncontiguous). *n* = 4 independent experiments. (**C**) BMDMs were treated or not with the ADAM17 inhibitor TAPI-0 (5 μM) or IL-1β (25 ng/mL) for 6 hours and then assayed for cellular MERTK and soluble MERTK in culture media by Western blotting. *n* = 6 independent experiments. Data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA.

**Figure 6:**
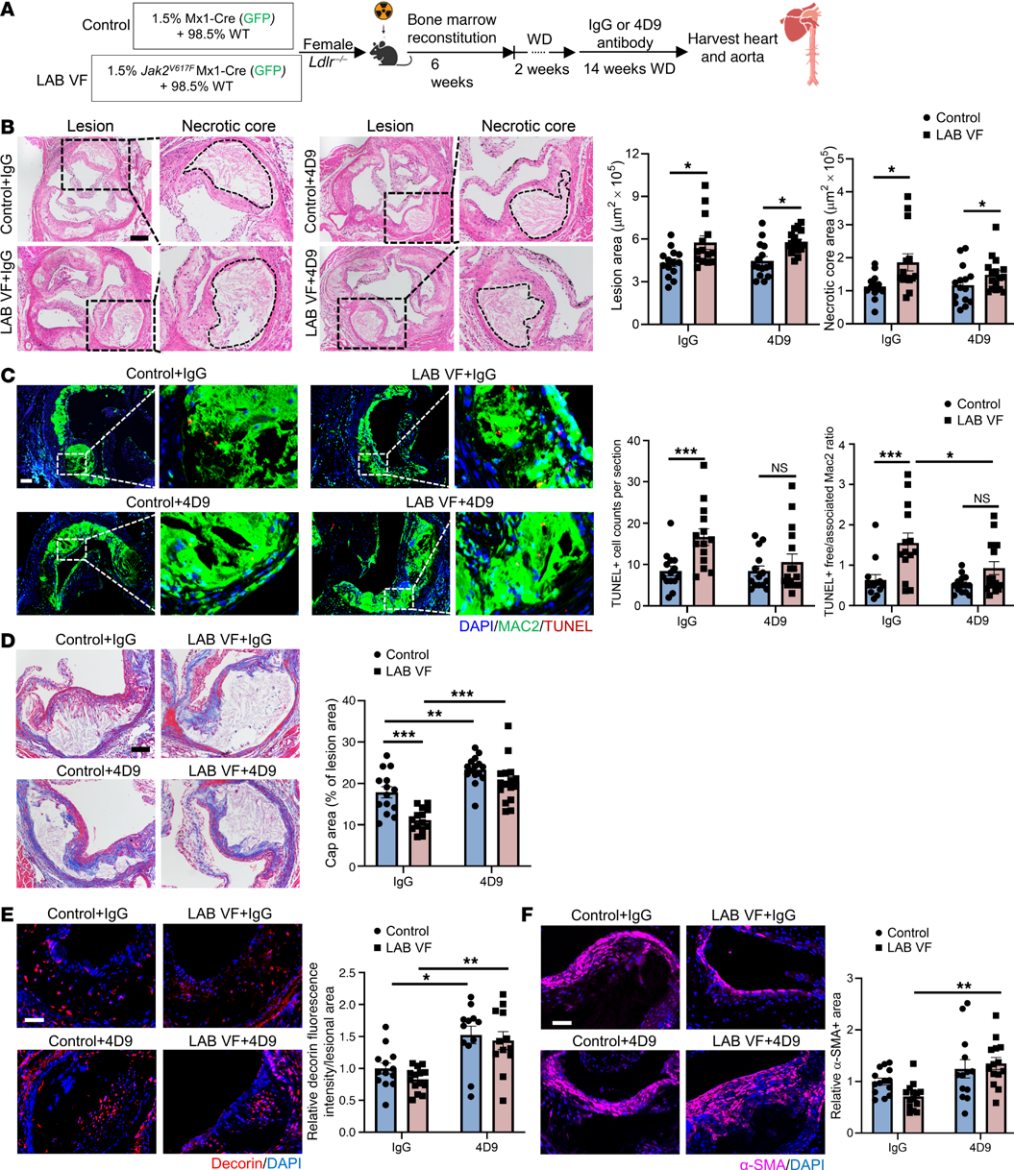
The TREM2 activating antibody 4D9 enhances plaque stability by increasing the thickness of fibrous caps. (**A**) Experimental design. (**B**) Representative H&E staining and quantification of the lesion area and necrotic core area in aortic root sections. Necrotic core regions are indicated by dashed lines. Scale bar: 200 μm. Original magnification, ×100 (enlarged insets). (**C**) Staining of macrophages and for TUNEL and quantification of efferocytosis (ratio of TUNEL^+^-free cells to macrophage-associated TUNEL^+^ cells) in aortic root sections. Scale bar: 50 μm. Original magnification, ×100 (enlarged insets). (**D**) Aortic root sections were stained with Masson’s trichrome for the fibrous cap and quantified as the ratio of the total lesion area. Scale bar: 75 μm. Original magnification, ×200 (enlarged insets). (**E**) Representative immunofluorescence staining for decorin and quantification of the fluorescence intensity of decorin were performed and normalized to the lesion area. Scale bar: 50 μm. Original magnification, ×200 (enlarged insets). (**F**) Immunofluorescence staining for α-SMA and quantification of the relative α-SMA^+^ area in lesions. Scale bar: 50 μm. Data are presented as the mean ± SEM. *n* = 14 (control+IgG), *n* = 14 (LAB VF+IgG), : *n* = 15 (control+4D9), *n* = 1 (LAB VF+4D9) (**B** and **D**); *n* = 13 (control+IgG), *n* = 12 (LAB VF+IgG), *n* = 14 (control+4D9), *n* = 12 (LAB VF+4D9) (**E**); *n* = 14 (control+IgG), *n* = 13 (LAB VF+IgG), *n* = 14 (control+4D9), *n* = 14 (LAB VF+4D9) (**F**). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA.

**Figure 7:**
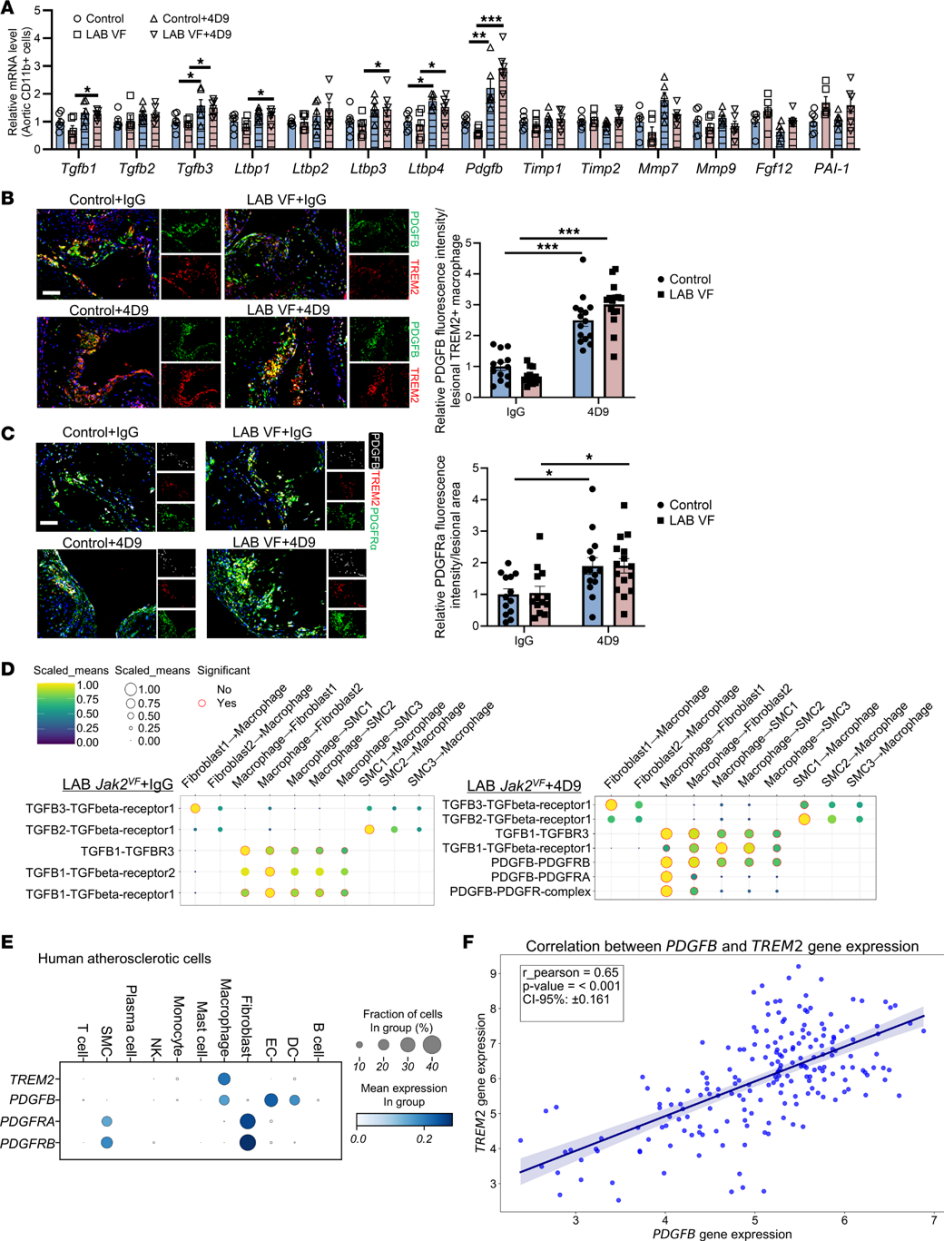
4D9-mediated TREM2 activation promotes fibrogenesis through macrophage *Pdgfb*–fibroblast *Pdgfra* crosstalk. (**A**) Relative mRNA of fibrogenic genes in isolated aortic CD11b^+^ cells in mice. *n* = 6, each replicate represents pooled digested aortic cells from 2–3 mice. (**B**) Representative immunofluorescence staining for PDGFB, TREM2, and anti-Mac2 (macrophages). The fluorescence intensity of PDGFB was quantified and normalized by the lesional TREM2^+^ macrophage area. Scale bar: 50 μm. Original magnification, ×200 (enlarged insets). (**C**) Representative immunofluorescence staining for TREM2, PDGFB, and PDGFRa. The fluorescence intensity of PDGFRa was quantified and normalized by the lesion area. Scale bar: 50 μm. Original magnification, ×200 (enlarged insets). (**D**) Dot plot of ligand-receptor interactions between macrophage and SMC/fibroblast subpopulations. Ligand and cognate receptors are shown on the *y* axis. Circle size denotes the *P* value (permutation test); color (yellow, high; blue, low) denotes the average ligand and receptor expression levels in interacting subpopulations. (**E**) scRNA-Seq analysis of human atherosclerotic tissue shows the distribution of TREM2, PDGFB, PDGFRA, and PDGFRB transcripts in all major vascular cell types. (**F**) Pearson’s correlation analysis was performed on 202 atherosclerotic tissue samples and shows the correlation between TREM2 and PDGFB. Data are presented as the mean ± SEM. *n* = 13 (control+IgG), *n* = 13 (LAB VF+IgG), *n* = 14 (control+4D9), *n* = 15 (LAB VF+4D9) (**B** and **C**). *P < 0.05 and ***P < 0.001, by 2-way ANOVA (**A** and **C**).

## Version 1 11/12/2024

In-Press Preview

## Version 2 01/02/2025

Electronic publication

# Supplementary material for: Inflammatory crosstalk impairs phagocytic receptors and aggravates atherosclerosis in clonal hematopoiesis in mice
**Source:** J Clin Invest. 2024 Nov 12;135(1):e182939. doi: 10.1172/JCI182939

Full unedited blot for Figure 5

B

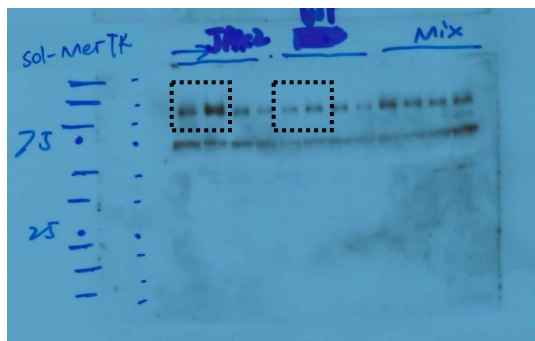

C

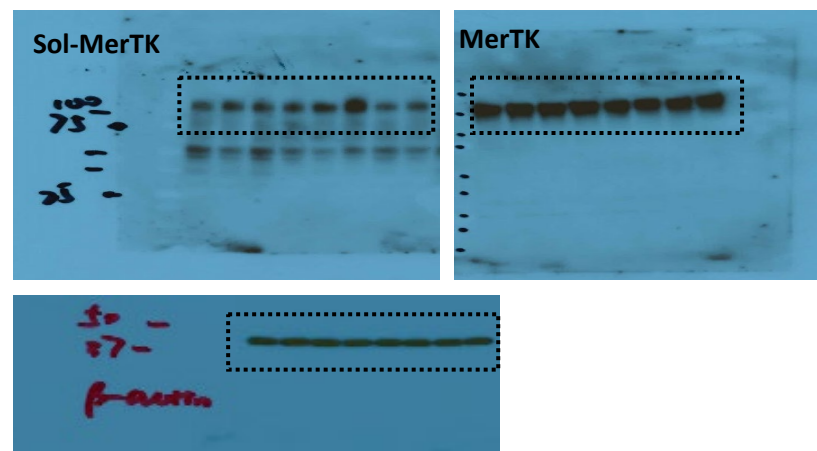

Full unedited blot for supplemental Figure 2D

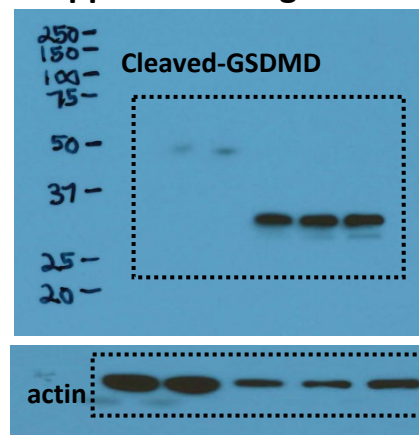

Full unedited blot for supplemental Figure 3E

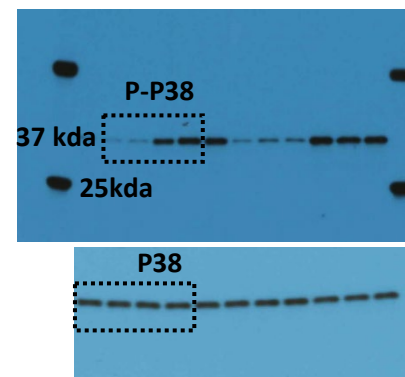

Full unedited blot for supplemental Figure 6

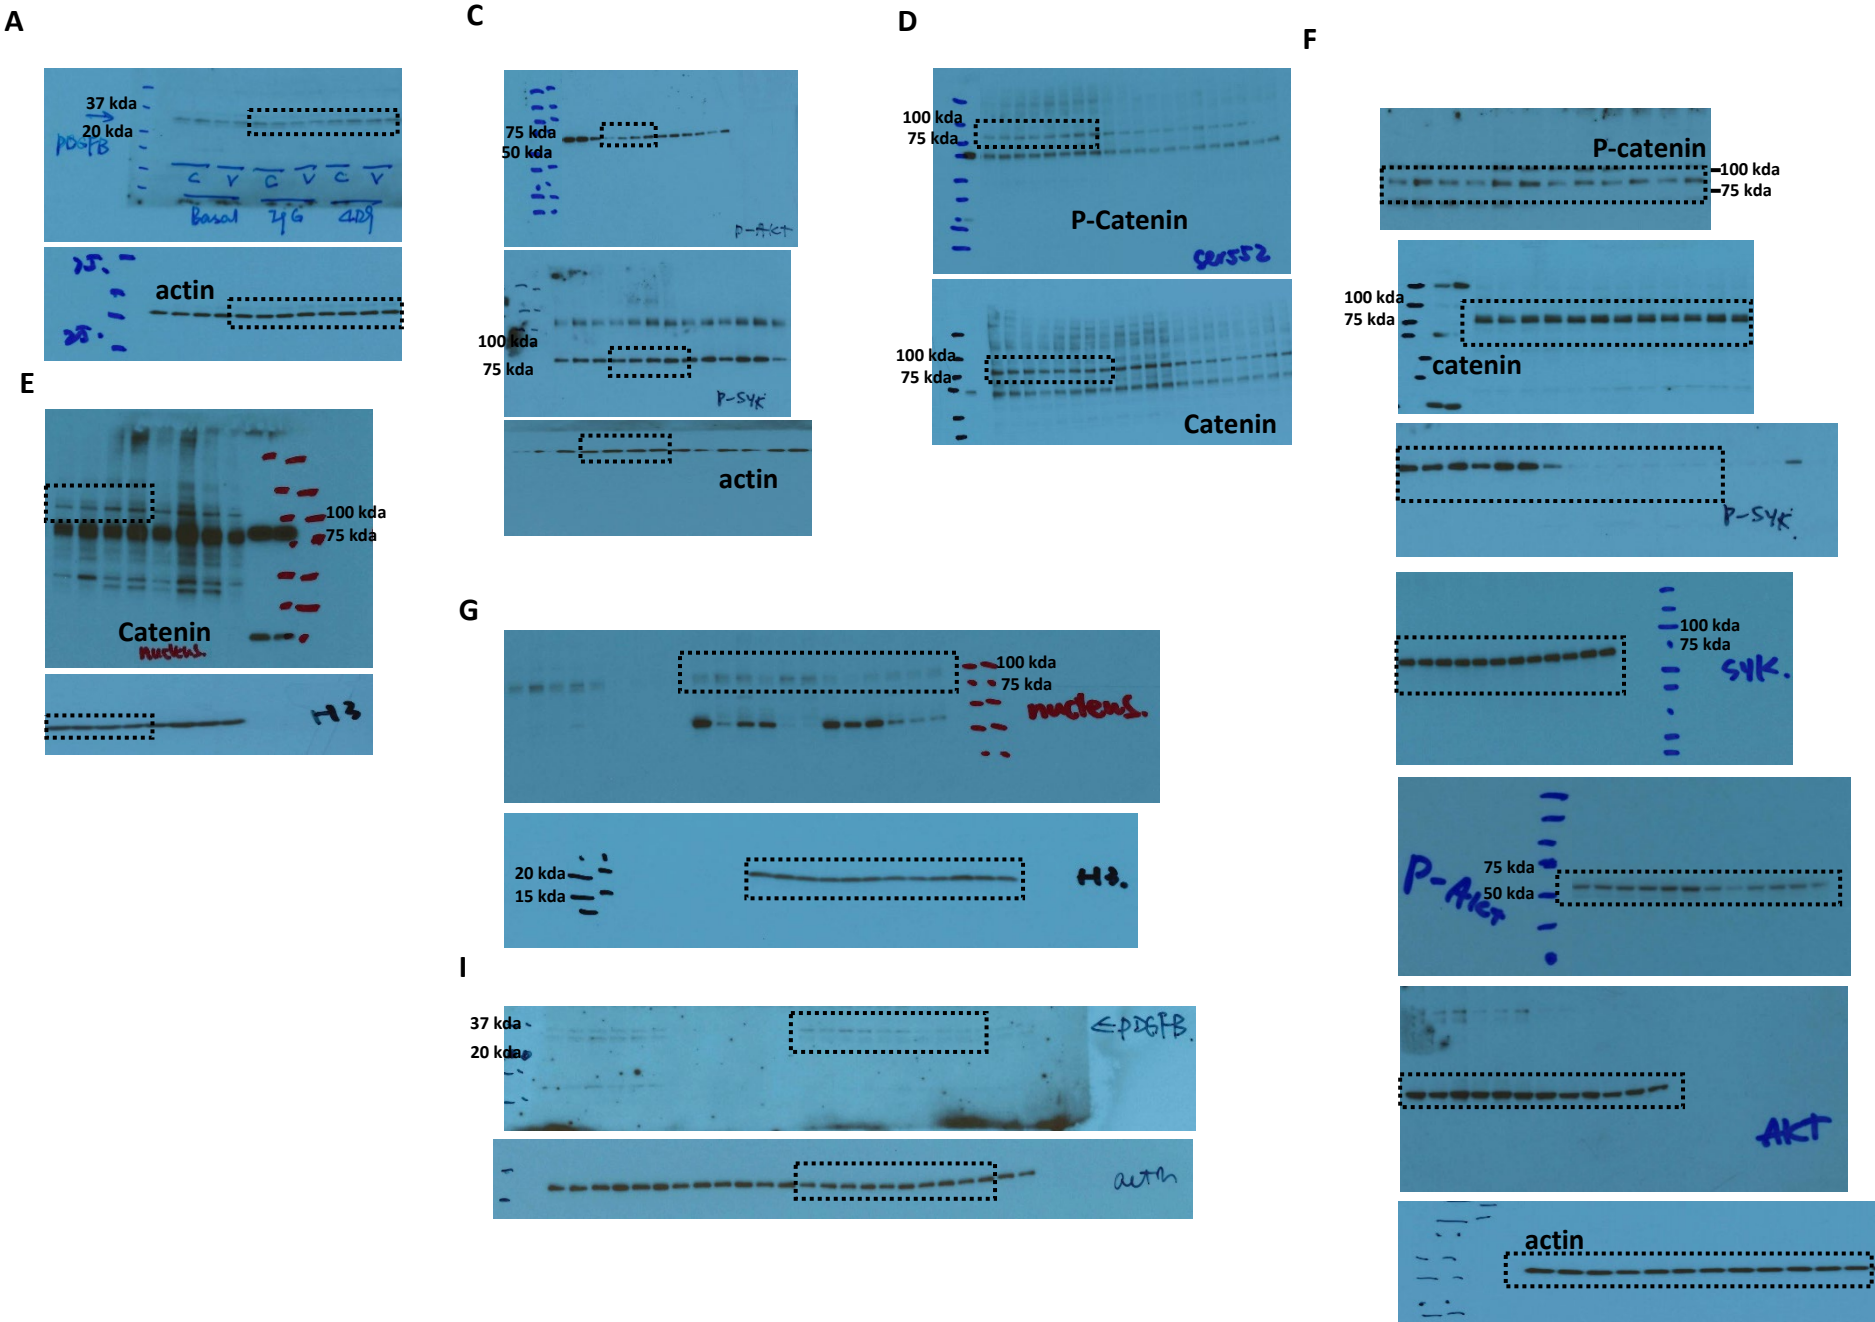

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

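RNA of single cells from whole aortas of LAB *Jak2 VF* mice was measured in 2 libraries, 1 from mice treated with control IgG and 1 from mice treated with the TREM2 agonist antibody 4D9. The number of mice per library is not given in the sources used here, and each library was taken as 1 sample. The authors assigned cells to samples by hashtags. The authors aligned the reads with Cell Ranger 6.1.2 to the mm10 reference of 10x Genomics (which the paper pairs with GENCODE vM23) and deposited UMI counts per gene and barcode, with hashtag counts beside them. These counts hold no normalization and none of the stated filters on genes, UMIs or mitochondrial share. In the IgG library no barcode had HTO1 or HTO3 on top, and in the 4D9 library none had HTO1 or HTO2. The barcodes may therefore have been selected by hashtag before deposit. CellPhoneDB results of the authors were not used here.

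The authors' stated filters were applied to the deposited counts, which kept genes seen in at least 10 cells and cells with at least 200 and at most 2500 genes, at most 15000 UMIs and at most 10% mitochondrial UMIs. The cells were clustered in Seurat 5.3.0 (R 4.3.3; the paper used an earlier Seurat), with log normalization to 10000 UMIs per cell, 1000 variable genes per library, integration on up to 2000 features and 20 dimensions, 15 principal components, 20 neighbors and Louvain resolution 0.5. The ligand, receptor and phagocytic receptor genes named by the paper for these cells were left out of the clustering features, and so were the genes of its screen of fibrogenic mediators, such as *Timp1*. Together these are the study genes. A cluster was given a name when at least 3 markers, set before the data were examined, were seen in at least 25% of its cells with a mean at least 1/3 of that of the highest cluster, and it stayed a number when its top 10 genes by fold held more markers of another class. Scrublet, as run in scanpy 1.11.5, marked 1 and 2 cells.

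For each class and library, raw UMI counts were summed over cells and given as CPM of the class total (UMIs per 1000000), with exact Poisson 95% intervals. The ratio of the libraries has the exact conditional interval for 2 Poisson counts. Both kinds of interval take UMIs as independent and so leave out variation between cells. Shares of cells have Clopper-Pearson intervals, and a share of 0 is given with the limit that 3 counts of the total set. Shares were also taken after thinning each cell to 2000 UMIs, as the exact average over all draws, with shallower cells left out and the interval set from the rounded counts. At 679464 and 449369 UMIs in macrophage-like cells, a gene with few UMIs has a wide interval, as *Pdgfb* shows with 21 and 14 UMIs. Ligand-receptor means followed CellPhoneDB's definition, with intervals that combine the counting intervals of ligand and receptor, lower bound with lower and upper with upper. These are not 95% intervals of the mean. No p-value was computed, because cells of a library are not replicates of its antibody. The authors' permutation of population labels was not run here.

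In total, 32 gene lists were set before the data were examined. A member counts as measured with at least 20 UMIs over both libraries in the class. For each list the number of measured members at least 1.5 times higher or lower in the 4D9 library, the median log2 ratio with 1 UMI added to each sum, and the percentile of that median among 10000 random lists of the same size and expression are given, the last as a description of these 2 libraries. Genes are named in the text when the paper names them for these cells or for its screen, when they are among the 10 highest or 10 lowest log2 ratios of the macrophage-like, fibroblast-like or SMC-like class among genes with at least 100 UMIs, when they are among the 4 list members with the largest ratios and at least 50 UMIs, or when they mark a class. Genes named outside this rule are said to be.

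The steps for ratios were tested on simulated counts in which 200 genes were changed by 2-fold or 4-fold. The counts were Poisson draws, as the intervals assume, without variation between cells or mice. The percentages below therefore check the arithmetic and do not carry over to genes whose UMIs sit in few cells. The intervals held the true ratio for 94.4% to 97.3% of genes. They excluded no difference for 61.7% of the genes changed 2-fold and 90.6% of those changed 4-fold among 5348 genes of the macrophage-like class, for 66.7% and 95.0% among 7893 genes of the fibroblast-like class, and for 86.5% and 98.2% among 11852 genes of the SMC-like class.

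The alternatives were the upper limits on genes and UMIs, a mitochondrial limit of 5%, no integration, resolutions of 0.3 and 0.8, the study genes kept for clustering, called doublets left out, thinning to 1000 UMIs or none, a limit of 5% or 15% of cells for a ligand or receptor, a minimum of 50 UMIs for a list member, mean CPM per cell, totals without mitochondrial and ribosomal protein genes, and TMM factors from edgeR 4.0.16, which was used for those factors only. Further alternatives were chosen after seeing the data: the 3% of cells with the highest scrublet scores left out, cells with another library's main hashtag or HTO4 on top left out, cluster 8 added to the SMC-like class, SMC-like clusters taken apart, SMC-like cells of the cluster that *Timp1* leads without integration left out, cells with at least 1% of their UMIs from *S100a8* and *S100a9* left out of the macrophage-like class, and the highest cell of each gene left out. Coordinates are those of GRCm38 (mm10) in the GENCODE vM21 annotation. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The paper's other experiments, among them its qPCR screen and immunostaining, were not analysed here.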

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

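The tests of lymphoid tissue, of smooth muscle recovery, of the mix of the macrophage-like class, of copy number around each gene and of a few high cells were chosen after the results were seen, while those of smooth muscle free RNA and of copy number over both regions together were set before.

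The share of macrophage-like cells, which the paper does not compare between these libraries, was 4.55% (95% interval 3.84 to 5.35) in the 4D9 library and 7.17% (6.26 to 8.18) in the IgG library. At resolution 0.8, without the group with *Plac8*, the shares were 2.89% (2.33 to 3.55) and 4.04% (3.35 to 4.82), with intervals that overlap. The share of T cell-like cells was 1.27% (0.903 to 1.73) against 4.42% (3.70 to 5.23), and 46 of 128 T cell-like cells of the IgG library (35.9%) and 7 of 39 of the 4D9 library (17.9%) had a UMI of *Rag1* or *Dntt*, genes of developing lymphocytes. Outside the T and B cell-like clusters the macrophage-like share was 4.68% (3.95 to 5.50) in the 4D9 library against 7.66% (6.69 to 8.73), but leaving these cells out can only widen the gap and keeps macrophages of lymphoid tissue in, so more lymphoid tissue in the IgG library remains open. Higher recovery of smooth muscle cells alone would leave the other classes in proportion, yet the ratio of endothelial-like to macrophage-like cells was 2.07 times (1.35 to 3.17) as high in the 4D9 library. An effect of the antibody and uneven release of macrophages from the tissue of single preparations also remain open, with 1 library per antibody.

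*Mertk*, the phagocytic receptor whose protein the paper reports as unaffected by 4D9, had a log2 ratio of -2.21 (-4.60 to -0.47) in macrophage-like cells, a difference in RNA that the paper does not report. There were 21 UMIs in 21 cells of the IgG library and 3 UMIs in 3 cells of the 4D9 library, while in fibroblast-like cells *Mertk* ran the other way, with 3 and 13 UMIs (log2 ratio 1.92, 0.055 to 4.37). Free RNA of smooth muscle cells, which also hold *Mertk*, is argued against as the source, since 8 smooth muscle genes reached 12.9% of their SMC-like level in the macrophage-like cells of the IgG library while *Mertk* reached 94.9%. A different mix of the groups with *C1qa* and with *Plac8* at resolution 0.8 is argued against by the group with *C1qa*, where *Mertk* had 17 UMIs against 1 and a log2 ratio of -3.53 (-8.91 to -0.85), while the group with *Plac8* had 4 and 2 UMIs (14.2 and 11.1 CPM) and finer differences within the groups were not tested. An effect of the antibody may remain as a hypothesis, but it rests on few UMIs, and variation between mice was not measured.

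*Adcy1*, which encodes an adenylyl cyclase, and the transcript *AA465934* were lower in the SMC-like cells of the 4D9 library, with log2 ratios of -4.25 (-4.94 to -3.63) and -3.82 (-4.66 to -3.09), and neither is discussed in the paper. *Adcy1* (chromosome 11 of GRCm38, 7063489 to 7178506) was seen in 322 of 2138 cells against 18 of 2386, and *AA465934* (chromosome 11, 83291699 to 83294632) in 196 against 16, in both cases lower in each of the 4 SMC-like clusters. The lower values were not limited to this class, though UMIs were few elsewhere. Fibroblast-like cells had 9 *Adcy1* UMIs against 2 (-2.37, -5.62 to -0.094) and 18 *AA465934* UMIs against 8 (-1.37, -2.78 to -0.094). Macrophage-like cells had 8 against 0 and 3 against 0. The source of these UMIs was not tested. A copy number loss of the whole region within 2 Mb is argued against for each gene, since the 31 measured genes around *Adcy1* had a median log2 ratio of 0.0016 (lower quartile -0.14) and the 31 around *AA465934* one of -0.014 (lower quartile -0.33). The median over both regions together, -0.0097, cannot show a smaller loss, and one that takes in *Adcy1* and its nearest measured gene *Ramp3* remains open, since *Ramp3*, named after its values were seen, had 42 UMIs against 2 (log2 ratio -4.51, -7.61 to -2.57). A few cells of another kind are argued against because the 10 highest cells held at most 9.62% of the UMIs of either gene in the IgG library, while a sequence variant between the mice of the libraries and an effect of the antibody also remain open, since reads were not analysed here.

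In the macrophage-like class, 6.73% (3.73 to 11.0) of the cells of the IgG library had at least 1% of their UMIs from the neutrophil genes *S100a8* and *S100a9*, against 3.57% (1.17 to 8.14) in the 4D9 library, genes the paper does not discuss.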

How the results depend on the processing

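No paired analysis was possible because there was 1 library per condition. Of 142 values of the main results under alternatives set before the data were examined, 119 stayed within the counting interval (for the median of a gene list, within the spread of random lists; for a count, within 1.5 times), 23 moved and 0 reversed. Among the main results, only the medians of the foamy macrophage and the modulated smooth muscle list could be labelled reversed. Shares, counts, pair means and the *Pdgfb* ratio, whose interval holds 0, could only stay or move. Of 74 under alternatives chosen after seeing the data, 60 stayed and 14 moved. Over all 2168 values, 1973 stayed, 179 moved and 16 reversed. Where no cause is given, the cause was not tested. The number of macrophage-like cells limits what could be seen for *Pdgfb*, whose log2 ratio stayed inside its interval under all alternatives run. Monocyte-like and dendritic-like clusters could not be added to the macrophage-like class, since no cluster had such a name, so that alternative gave no value.

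At resolution 0.8 the macrophage-like share was 4.04% (3.35 to 4.82) in the IgG library and 2.89% (2.33 to 3.55) in the 4D9 library, because the group with *Plac8* is then outside the class. These intervals overlap, unlike those of the main setting. The fibroblast-like share was 9.71% and 12.3% with 5% mitochondrial UMIs, 12.2% and 12.4% without integration, and 9.54% in the 4D9 library with the main hashtag only. The SMC-like share was 70.6% and 73.7% with 5% mitochondrial UMIs, 76.0% and 79.5% without called doublets, 76.2% and 79.5% with cluster 8 added, 76.9% and 80.6% without the 3% of cells with the highest scrublet scores, and 76.4% and 79.5% with the main hashtag only. The number of macrophage-like to fibroblast-like or SMC-like pairs over the limit was 8 in place of 4 in both libraries with a 5% limit or at resolution 0.8. It was 8 in the 4D9 library alone without upper limits, with 5% mitochondrial UMIs, without integration, without neutrophil-type cells and without the 3% of cells with the highest scrublet scores. The mean of PDGFB from macrophage-like cells with PDGFRA on fibroblast-like cells was 0.290 in the IgG library without integration.

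The median log2 ratio of the foamy macrophage list was 0.17 with mean CPM per cell and 0.48 at resolution 0.8. That of the modulated smooth muscle list in SMC-like cells was -0.20 in cluster 3 alone, -0.13 in clusters 0 to 2 alone, -0.13 without the cells of the cluster that *Timp1* leads without integration, -0.19 with 5% mitochondrial UMIs, -0.10 without integration, -0.18 with the study genes kept, -0.44 without the 3% of cells with the highest scrublet scores and -0.17 with the main hashtag only. Reversed medians in macrophage-like cells were those of contractile genes without upper limits (0.26), with 5% mitochondrial UMIs (0.029), with the study genes kept (0.016) and with the main hashtag only (0.18), of smooth muscle free-RNA genes under the same settings (0.18, 0.029, 0.020 and 0.15), of modulated smooth muscle genes without neutrophil-type cells (-0.039) and without the 3% of cells with the highest scrublet scores (-0.32), and of collagen genes (-0.41) and fibroblast free-RNA genes (-1.07) without those 3%. In fibroblast-like cells, the median of inflammatory genes was -0.11 without integration and that of modulated smooth muscle genes 0.0085 with 5% mitochondrial UMIs. In SMC-like clusters 0 to 2 alone, the foamy macrophage list was at 0.042 and the matrix protease list at 0.0066.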

Differences from the paper's values

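Under the paper's stated settings, the cells and genes kept and the number of cell populations were within 1.5 times of the paper's values. The paper states 2898 cells for the IgG library and 2899 were kept here, while the 3075 cells of the 4D9 library and the genes of both libraries match. The paper reports 13 cell populations from 4 integrated datasets and 10 clusters were found here from 2. At resolution 0.3, set before the data were examined, 8 clusters were found, which is more than 1.5 times below the paper's number, while the other settings gave 11 to 15 clusters.

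The paper states that 4D9 specifically increased macrophage PDGFB signaling to fibroblast PDGFRa and PDGFRb, and Figure 7D shows PDGFB pairs in its 4D9 panel only. Here *Pdgfb* was seen in 7.21% of macrophage-like cells of the IgG library and in 10% of those of the 4D9 library, neither over the limit of 10%, and the log2 ratio of its level was 0.012 (-1.08 to 1.06). As in the paper, TGFB1 pairs of macrophage-like with fibroblast-like cells passed the limit in both libraries, *Trem2* was highest in macrophage-like cells and *Pdgfra* in fibroblast-like cells. Of the alternatives set before the data were examined, *Pdgfb* passed the limit in the 4D9 library alone without upper limits on genes and UMIs, with a limit of 5% mitochondrial UMIs and without integration. 2 others, chosen after seeing the values, gave the same, leaving out neutrophil-type cells (10.4% against 7.73%) and leaving out the 3% of cells with the highest scrublet scores (11.0% against 7.77%). It passed in both libraries with a limit of 5% of cells and at resolution 0.8, where the group with *Plac8* is outside the class. It passed in neither at resolution 0.3, with the study genes kept, without called doublets, with a limit of 15% of cells, with cluster 8 added to the SMC-like class or with the main hashtag only. In these settings the 4D9 share was higher than the IgG share, with overlapping intervals. The fibroblast-like class here is 1 class, while the paper has separate fibroblast populations, and the paper's permutation of population labels was not run here.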

Other observations

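Some genes of foamy, lipid-handling macrophages were at higher levels in the macrophage-like cells of the 4D9 library, while *Trem2* itself was not. Of 19 measured genes of the foamy macrophage list, which holds *Trem2* and genes known to go with it, 7 were at least 1.5 times higher, 1 was lower and 11 lay between, with a median log2 ratio of 0.29 above all 10000 random lists. With mean CPM per cell the median was 0.17, with 5 higher and 2 lower. The lipid droplet gene *Plin2* was at 181 CPM in the IgG library and 358 CPM in the 4D9 library (log2 ratio 0.98, 0.64 to 1.34), and the fatty acid binding gene *Fabp5* at 802 and 1413 CPM (0.82, 0.65 to 0.98), in 50 and 25 cells, where 1 cell held 231 of its 635 UMIs in the 4D9 library. *Spp1* was at 178 and 1346 CPM, but 351 of its 605 UMIs in the 4D9 library came from 1 cell, and 62 of the 83 UMIs of *Mmp12* did so too. The resistin-like gene *Retnla*, a marker of alternatively activated macrophages, was at 2022 and 6111 CPM (log2 ratio 1.60, 1.50 to 1.69) in 27 and 31 cells. Of 18 lysosome genes, 1 was higher and 0 lower, with a median of 0.18 (percentile 99.6), and *Psap* had a log2 ratio of 0.48 (0.33 to 0.63). Both lists hold markers by which the class was named, such as *Apoe* and *Cd68*. The 12 measured genes encoded by mitochondrial DNA, a sign of RNA quality, had a median of 0.20 (percentile 99.5) in these cells, and such genes were also at 0.13 (percentile 99.4) in fibroblast-like and 0.073 (percentile 99.8) in SMC-like cells. Of 13 interferon response genes, 4 were higher and 1, *Stat1*, lower (median 0.44). Proliferation genes ran the other way, with 7 of 11 lower and 0 higher (median -1.05), among them *Mki67* with 46 UMIs in 19 cells against 8 UMIs in 3 cells (log2 ratio -1.93, -3.22 to -0.83). Beside these lists, 4 of 5 neutrophil genes were lower in the 4D9 library and 4 of 7 fibroblast genes were higher (median 0.66), *Dcn* with 74 of 114 UMIs from 1 cell. The direction of the fibroblast genes turned without the 3% of cells with the highest scrublet scores, where 4 of 6 were lower and 0 higher (median -1.07).

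Some genes known from modulated, matrix-making smooth muscle cells were at lower levels in the SMC-like class of the 4D9 library, and a small group of cells held most of the UMIs of some of these genes. Of 18 contractile genes, among them markers by which the class was named, 0 were 1.5 times higher or lower (median 0.044). Of 20 genes of modulated smooth muscle cells, 8 were lower and 0 higher over the whole class, with a median of -0.33 below all 10000 random lists. The cluster led by *Timp1* without integration, looked at after the values were seen, took 81 SMC-like cells of the IgG library (3.79%, 3.02 to 4.69) and 39 of the 4D9 library (1.63%, 1.16 to 2.23), which held 78.6% and 52.3% of the *Timp1* UMIs of the class, 78.4% and 64.2% of those of *Lum*, and 75.9% and 82.8% of those of *Spp1*. With the study genes, *Timp1* among them, kept for clustering, an unnamed cluster led by *Spp1* and *Timp1* held 61 cells of the IgG library (2.10%, 1.61 to 2.69) and 45 of the 4D9 library (1.46%, 1.07 to 1.95). Without integration the cluster led by *Timp1* had the fibroblast-like name, so whether its cells are smooth muscle cells is not settled here. Without these cells the median was -0.13, with 4 of 19 genes lower, and among these cells alone it was -0.038, with 3 of 16 genes higher and 3 lower. *Timp1* and *Lum*, which lead that cluster, belong to the list, so leaving its cells out must weaken the list. The median also moved to -0.17 with the main hashtag only, -0.19 with 5% mitochondrial UMIs and -0.44 without the 3% of cells with the highest scrublet scores. Over the class, *Timp1* was at 138 CPM and 55.7 CPM (log2 ratio -1.31, -1.45 to -1.17) in 223 and 216 cells, *Lum* at 33.6 and 17.8 CPM (-0.92, -1.18 to -0.65) in 61 and 60 cells, and *Spp1* at 146 and 13.8 CPM in 41 and 27 cells. Of 21 genes of the TGF-β pathway, 2 were lower and 0 higher (median -0.10), *Ltbp2* (-0.62, -0.92 to -0.32), of which the cells of that cluster held 38.2% and 16.0% of the UMIs, and *Ccn2*, a connective tissue growth factor induced by TGF-β, which was at 938 and 594 CPM (-0.66, -0.70 to -0.61) in 1809 and 1783 cells. *Fos*, an immediate early gene that tissue dissociation induces, was at 62.5 and 131 CPM (1.06, 0.92 to 1.20), while 1 of 22 dissociation genes in all was higher and 0 lower. Beside these lists, 3 of 3 measured neutrophil genes were lower in the SMC-like cells of the 4D9 library (median -4.65). Of these, *Lcn2* had 379 UMIs in 20 cells against 89 in 18, and 1 cell held 130 of the 133 *S100a9* UMIs of the IgG library. Fibroblast-like cells differed little in matrix genes, with 0 of 19 collagen genes, 0 of 20 elastic fiber and basement membrane genes and 0 of 9 small leucine-rich proteoglycans at least 1.5 times higher or lower, class markers such as *Col1a1* and *Dcn* included. Of 15 interferon response genes in these cells, 6 were higher and 0 lower (median 0.33), among them *Oasl2* (log2 ratio 1.01, 0.21 to 1.87) in 16 and 34 cells and *Rsad2*, for which 1 cell held 29 of 47 UMIs, as 1 cell did for 34 of the 95 *Ifit1* UMIs of the 4D9 library. Beside this list, 4 of 4 measured MHC class II genes were lower in the fibroblast-like cells of the 4D9 library (median -1.52), as were 3 of 8 genes that stand for free RNA of macrophages (median 0.032). *Il1r1*, the receptor of interleukin-1, was at 50.4 and 87.0 CPM (0.79, 0.25 to 1.34).

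The paper's qPCR of aortic CD11b+ cells, from replicate pools of mice, reports a significant, several-fold rise of *Pdgfb* RNA with 4D9 in control and LAB mice (Figure 7A). In the macrophage-like cells of these libraries, which were not sorted on CD11b, the fold of 4D9 over IgG was 1.01, and the upper bound of its counting interval was 2.08. With 1 library per antibody, that bound leaves out variation between mice and so sets no limit on an effect of the antibody.

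Some genes with very high or low ratios rest on single cells. In macrophage-like cells 1512 of 1515 *Hbb-bs* UMIs of the IgG library came from 1 cell, and in SMC-like cells 2036 of 2470 in the 4D9 library did. The same holds for 510 of 544 *Ly6d* UMIs in SMC-like cells of the IgG library and 160 of 163 *Ccl2* UMIs in SMC-like cells of the 4D9 library.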
